# Microplastic exposure elicits sex-specific atherosclerosis development in lean low-density lipoprotein receptor-deficient mice

**DOI:** 10.1016/j.envint.2025.109938

**Published:** 2025-11-17

**Authors:** Ting-An Lin, Jianfei Pan, Mya Nguyen, Qianyi Ma, Liang Sun, Sijie Tang, Matthew J. Campen, Hong Chen, Changcheng Zhou

**Keywords:** Microplastics, Atherosclerosis, Cardiovascular disease, Single-cell RNA sequencing, Endothelial cell dysfunction

## Abstract

Microplastics (MPs) are small plastic particles emerging as significant environmental pollutants and humans are ubiquitously exposed to MPs. MPs can be detected in human atherosclerotic plaques and are associated with a higher risk of cardiovascular disease (CVD) and stroke in humans. However, the impact of MP exposure on the cardiovascular system remains elusive. In the current study, we investigated the effects of exposure to MPs at an environmentally relevant dose on atherosclerosis development in male and female low-density lipoprotein receptor-deficient (LDLR^−/−^) mice. LDLR^−/−^ mice were fed a semisynthetic low-fat (4.3 %), low-cholesterol (0.02 %) diet and exposed to 10 mg/kg body weight MPs via daily oral gavage for 9 weeks. Male and female LDLR^−/−^ mice fed the low-fat diet did not develop obesity phenotype and exposure to MPs did not affect adiposity and circulating lipid profiles in those lean mice. Intriguingly, MP exposure increased atherosclerotic lesion areas in the aortic root by 63 % (*p* = 0.0185) and brachiocephalic artery by 624 % (*p* = 0.0541) in male LDLR^−/−^ mice but did not significantly affect atherosclerosis in female mice. Single-cell RNA sequencing analysis of the whole aorta revealed that exposure to MPs affected the proportions and cellular processes of key atherogenesis-related cell types, especially endothelia cells. Consistently, MP exposure induced pro-atherogenic gene expression in murine primary endothelia cells and human endothelial cells in vitro. Our findings reveal the sex-specific atherogenic effects of MPs in vivo and provide mechanistic insights and new understanding of the impact of MPs on atherosclerosis development and CVD risk in humans.

## 1. Introduction

Microplastics (MPs) and nanoplastics (NPs) are emerging environmental pollutants due to the extensive use of plastics worldwide (Prata et al., 2020; Wu et al., 2022). The ubiquity of plastic particles leads to severe environmental pollution, which can be detected in aquatic, terrestrial, and atmospheric environments (Duis and Coors 2016; Richard et al., 2024; Ten Hietbrink et al., 2025). The widespread MPs and NPs can further migrate into food materials, causing contamination in drinking water, seasoning, vegetables, grains, meat, and seafoods (Sohail et al., 2023; Vitali et al., 2023). The contaminated food chain then contributes to the trophic transfer of plastics particles, exhibiting bioaccumulation and biomagnification manners to the exposed individuals (Batista et al., 2022; Carbery et al., 2018; Nelms et al., 2018). Humans are ubiquitously exposed to MPs and NPs through oral intake, inhalation, and dermal contact (Ramsperger et al., 2023; Sangkham et al., 2022). Studies have assessed that the intake of plastic particles ranges from 39,000 to 52,000 particles/person/year, and the consumption of oral intake and inhaled MPs ranges from 74,000 to 121,000 particles/person/year, suggesting that humans may be frequently exposed to MPs and NPs (Cox et al., 2019; Cox et al., 2020). MPs and NPs can be detected in human circulatory system and all major organs including brain, liver, intestine, stomach, spleen, kidney, lung, testis, placental, and blood vessel (da Silva Brito et al., 2022; Garcia et al., 2024; Hu et al., 2024; Leslie et al., 2022; Nihart et al., 2025; Yee et al., 2021).

Since MPs/NPs can be distributed through blood circulation (Amato-Lourenço et al., 2021; Liu and You 2023), bioaccumulation of MPs/NPs has been detected in human cardiovascular systems including atherosclerotic plaques, indicating a potential link between MP/NP exposure and cardiovascular disease (CVD) risk (Goldsworthy et al., 2025; Landrigan 2024; Liu et al., 2024; Makwana et al., 2025; Marfella et al., 2024; Prattichizzo et al., 2024). Despite advanced diagnosis and treatment, atherosclerotic CVD remains the leading cause of death world-wide (Lin and Zhou 2025; Roth et al., 2019; Vaduganathan et al., 2022). Atherosclerosis is characterized by the accumulation of lipids, leukocytes, and fibroblasts within the arterial wall (Libby 2021). A recent study has detected MPs/NPs in human carotid artery plaques, and the presence of MPs/NPs was associated with increased CVD events in patients (Landrigan 2024; Marfella et al., 2024). Another human study revealed that MP concentrations in carotid and coronary arteries containing atherosclerotic plaques were significantly higher than that in arteries without plaques (Liu et al., 2024). Interestingly, marine MP levels were significantly associated with the prevalence of cardiometabolic diseases including coronary artery disease in coastal counties of the United States (Makwana et al., 2025). Furthermore, blood MP concentrations have been associated with elevated atherosclerotic risk and increased complexity of vascular pathologies in acute coronary syndrome patients (Yang et al., 2024). These findings suggest that exposure to MPs may directly contribute to atherosclerosis development in humans, but the underlying mechanisms remain elusive.

Several animal studies previously investigated the impact of exposure to MPs or NPs on atherosclerosis in male apolipoprotein E-deficient (ApoE^−/−^) mice (Wang et al., 2023a; Wen et al., 2024a; Yang et al., 2025; Zhao et al., 2024; Zhong et al., 2024). However, most of those studies used the high-fat feeding conditions (Wang et al., 2023a; Wen et al., 2024a; Yang et al., 2025; Zhong et al., 2024). ApoE^−/−^ mice can develop obesity and diabetic phenotypes when fed high-fed diets, which may influence atherosclerosis development. In addition, those studies only used male mice but sex differences in atherosclerosis or CVD have been well-recognized in human and animal studies (Nour et al., 2023; Robinet et al., 2018; Sakkers et al., 2023; Vaura et al., 2022). Thus, it is not clear whether MP or NP exposures can affect atherosclerosis development in female ApoE^−/−^ mice.

In the current study, we used both male and female atherosclerosis-prone low-density lipoprotein receptor-deficient (LDLR^−/−^) mouse model under the low-fat diet feeding condition to investigate the impact of chronic MP exposure on atherosclerosis development. We selected LDLR^−/−^ mice because they serve as a well-established model for studying atherosclerosis. In addition, LDLR is important for lipoprotein homeostasis but does not have multitude of functions as ApoE (Getz and Reardon 2006). We also chose a semisynthetic low-fat, low-cholesterol AIN76 diet containing 4.3 % fat and 0.02 % cholesterol which has been successfully used to induce atherosclerosis without eliciting obesity and associated metabolic disorders in LDLR^−/−^ or ApoE^−/−^ mice (Hernandez et al., 2024; Hernandez et al., 2023; Liu et al., 2022; Meng et al., 2022; Sui et al., 2020; Sui et al., 2014; Sui et al., 2011; Teupser et al., 2003). We showed here that chronic MP exposure led to significantly increased atherosclerosis in lean male but not female LDLR^−/−^ mice without altering adiposity and circulating lipid profiles. We then conducted single cell RNA sequencing (scRNA-seq) analysis of the whole aorta to unveil MP-elicited changes of proportions and cellular processes of key cell types involved in atherosclerosis, especially endothelia cells (ECs). Further, MP exposure induced pro-atherogenic gene expression in murine primary ECs and human ECs in vitro. Our findings reveal the sex-specific atherogenic effects of MPs in vivo and provide novel mechanistic insights into MP-elicited CVD risk in humans.

## 2. Materials and methods

### 2.1. Animals and treatment

Micro-sized polystyrenes with 1.1 μm diameter (LB11) were purchased from MilliporteSigma. The red-fluorescent polystyrene MPs with 1 μm diameter were purchased from the Magsphere (PSF-001UM). To investigate the effects of MP exposure on atherosclerosis, development, we used atherosclerosis-prone LDLR^−/−^ mouse model (The Jackson Laboratories). Four-week-old male and female LDLR^−/−^ mice were fed a semisynthetic low-fat, low-cholesterol AIN76 diet (4.2 % fat and 0.02 % cholesterol; Research Diet) (Hernandez et al., 2024; Hernandez et al., 2023; Teupser et al., 2003) and were treated with 10 mg/kg body weight of MPs or vehicle control (ultrapure water) daily by oral gavage for 9 weeks. The selected 10 mg/kg body weight dose in our current study was based on previous animal studies and environmentally relevant doses (Deng et al., 2022; Leslie et al., 2022; Wang et al., 2023a; Wen et al., 2024a; Zhong et al., 2024). For the MP distribution experiment, red-fluorescent MPs (RF-MPs) were administered to 4-week-old male LDLR^−/−^ mice under the same conditions as unlabeled MPs. All mice were kept in pathogen-free microisolator cages in a temperature-controlled room (21 °C) with 12-hour light/dark cycle. On the day of euthanasia, mice were fasted for 6 h following the dark cycle, and blood and major organs were collected as previously described (Hernandez et al., 2024; Liu et al., 2022; Sui et al., 2014). All animal studies were performed in compliance with the approved IACUC protocols in University of California, Riverside.

### 2.2. Metabolic phenotype and blood analysis

Body weights were measured weekly, and the body leans and fat mass were measured by NMR spectroscopy (EchoMRI, Echo Medical System) on the day of euthanasia (Helsley et al., 2016; Hernandez et al., 2023; Liu et al., 2023). Serum total cholesterol and total triglyceride concentrations were measured using the Wako Cholesterol E enzymatic colorimetric assay (Wako, 999–02601) and the Wako L-type TG M assay (Wako, 994–02891) as previously described (Hernandez et al., 2023; Sui et al., 2021). The lipoprotein fractions were isolated in a Beckman Coulter XPN100-IVD ultracentrifuge as previously described (Hernandez et al., 2024; Hernandez et al., 2023; Meng et al., 2019; Sui et al., 2014).

### 2.3. Atherosclerotic lesion analysis

Atherosclerotic lesions were analyzed at the aortic root and brachiocephalic artery (BCA) of LDLR^−/−^ mice as we previously described (Hernandez et al., 2024; Liu et al., 2022). The collected hearts and BCAs were embedded in optimal cutting temperature (OCT) compound. The hearts were sectioned at a 12 μm thickness with three valves of aortic root being presented in the same plane as aortic root, and the BCAs were sectioned at a 10 μm thickness from distal to proximal. The sections were fixed with 4 % paraformaldehyde (PFA) for 15 min, rinsed with PBS for 15 min, and stained with Oil Red O for 1 h. After staining, the slides were rinsed again with PBS for 15 min. Atherosclerotic lesions were then quantified in three equidistant stained sections 200, 400 and 600 μm proximal from the branching point of the brachiocephalic artery into the carotid and subclavian arteries (Sui et al., 2020; Wang et al., 2018).

### 2.4. Immunofluorescence staining

The sections of mouse aortic root were used for immunofluorescence staining (Hernandez et al., 2024; Wang et al., 2018). The slides were first fixed with 4 % PFA and washed by PBS containing 0.1 % Triton X-100 (PBST) for 15 min. The samples then incubated with 1:100 antibodies against MOMA-2 (Bio-Rad, MCA519a,) and ACTA2 (Abcam, ab5694, USA) at 4 °C overnight. After incubating with primary antibodies, slides were rinsed with PBST and then incubated with fluorescent 1:500 secondary antibodies (Invitrogen, USA). The nuclei were finally stained with 4’,6-diamidino-2-phenylindole (DAPI) (Vector Laboratories). Images were captured and measured by a Nikon fluorescence microscope.

### 2.5. Primary murine endothelial cell isolation and human endothelial cell culture

Murine primary endothelia cells (ECs) were isolated from the brain of male LDLR^−/−^ mice as we previously described (Rahman et al., 2016). Tissues were rinsed with PBS followed by ethanol and minced into small fragments in DMEM high glucose supplemented. The tissues then digested in 2 mg/mL collagenase I for 30 min and filtered by 20 μm cell strainer. Following digestion, the cell suspension was centrifuged and resuspended in MCDB131 medium supplemented with brain extract. Cells were then seeded into 6- or 96-well culture dishes and harvested. Human endothelial cell line, HMEC-1, was purchased from ATCC (CRL-3243) and cultured in MCDB131 completed medium (Hernandez et al., 2024; Hernandez et al., 2023; Pickering et al., 2019). For MP treatment, primary ECs and HMEC-1 cells were treated with MPs at concentrations of 0 and 10 mg/L for 24 h and prepared for RNA isolation or other assays.

### 2.6. Reactive oxygen species (ROS) assays

Detection of reactive oxygen species (ROS) was performed as previously described (Kim and Xue 2020). After MP treatment, human HMEC-1 ECs were washed once with PBS and incubated with 10 μM 2′,7′-dichlorodihydrofluorescein diacetate (H_2_DCFDA) (Thermo Fisher Scientific, D399) in serum-free MCDB131 medium at 37 °C for 30 min in the dark. After staining, the cells were washed three times with PBS, and fluorescence was measured (excitation = 495 nm, emission = 527 nm) using a BioTek Synergy H1 Multimode Reader (Agilent). Representative images were also captured by a Nikon fluorescence microscope.

### 2.7. RNA isolation and quantitative real-time PCR

Total RNA of primary ECs and HMEC-1 cells was isolated by TRIzol reagent (Thermo Fisher Scientific, USA). After RNA extraction, iScript^™^ Reverse Transcription Supermix (Bio-Rad) was applied for reverse transcription, and SYBR Green Supermix (Bio-Rad) was used for quantitative real-time PCR (QPCR) on a CFX Real-Time PCR Instrument (Bio-Rad) (Hernandez et al., 2024; Wang et al., 2023b). The primer sequences are listed in Supplemental Table 1.

### 2.8. Single-cell RNA sequencing analysis of aorta

Aortic sample preparation and library construction were conducted with enzymatic digestion protocol as previously described (Cui et al., 2023; Kalluri et al., 2019). Briefly, three aortas from control and MP-exposed mice were pooled, cut into small pieces and digested with enzyme solute to obtain single cell suspensions. The digested tissues were filtered through a 40 μm cell strainer, and the isolated aortic cells were counted and diluted into 1000 cells/μL. The scRNA-seq library construction was performed according to the 10x genomics protocol (GEMs, Chromium Fixed RNA Profiling Kit, 10x Genomics). The prepared libraries were sequenced on the HiSeq 2500 Sequencing System (Illumina, San Diego, CA) with 100-bp paired end reads.

The sequencing raw reads were mapped to the mouse reference genome (version mm10-2020-A) using Cell Ranger (version 8.0.1), generating three output files: barcodes, features, and matrix. We then removed ambient RNA using SoupX (version 1.6.2), created a Seurat object and performed quality control using the Seurat R package (version 4.2.3) and scds (version 1.14.0), filtering out low-quality cells, doublets, and cells with high mitochondrial content. Only high-quality cells expressing between 200 and 8,000 genes and containing fewer than 20 % mitochondrial reads, 20 % ribosomal, and 1.5 % hemoglobin genes were retained in the aortic datasets. In addition, genes expressed in fewer than three cells were excluded. After filtering, the high-quality data from control and MP-exposure mice were merged, normalized, scaled, followed by performed principal component analysis (PCA). Batch effects were then corrected using the Harmony (version 0.1.1) method (Korsunsky et al., 2019). After cell clustering, marker genes were used to annotate the specific cell types (Chakraborty et al., 2023). Cell type annotation was also consolidated by enrichR (version 3.1) using top 100 markers and by SingleR (version 2.0.0). Differences in cell type proportions between control and MP-exposure aortas were assessed using the scProportionTest (Miller et al., 2021). Trajectory analysis of different endothelial subclusters was performed by Monocle 2 (Qiu et al., 2017). All data associated with this study are present in the main text or the supplementary materials. The scRNA-seq data generated in this study have been deposited in the GEO database under accession code: GSE306246.

### 2.9. Statistical analysis

All data except the scRNA-seq data are presented as the mean ± SEM and n numbers are listed in the figure legends. Individual pairwise comparisons were analyzed between control and exposed groups by two-sample, two-tailed Mann-Whitney *U* test. The analysis was performed using GraphPad Prism, as *p* < 0.05 was considered statistically significant. Precise *p* values are also provided in the figures, figure legends, or main text.

## 3. Results

### 3.1. MP exposure does not affect body weight and adiposity in lean LDLR^−/−^ mice

To evaluate the impact of MP exposure on atherosclerosis development, male and female LDLR^−/−^ mice were treated with 10 mg/kg body weight of MPs or vehicle control by daily oral gavage for 9 weeks. While many studies used high-fat diets to induce severe hyperlipidemia and atherosclerosis development in LDLR^−/−^ or ApoE^−/−^ mice, those mice also developed diet-induced obesity and diabetic phenotypes, which may indirectly influence atherosclerosis development. Thus, we fed the LDLR^−/−^ mice a low-fat, low-cholesterol AIN76 diet containing 4.3 % fat and 0.02 % cholesterol (Hernandez et al., 2024; Hernandez et al., 2023; Teupser et al., 2003). This diet has been successfully used by us and others to induce atherosclerosis without eliciting obesity and associated metabolic disorders in LDLR-deficient or ApoE-deficient mice (Hernandez et al., 2024; Hernandez et al., 2023; Liu et al., 2022; Meng et al., 2022; Sui et al., 2020; Sui et al., 2014; Sui et al., 2011; Teupser et al., 2003). Exposure to MPs did not affect body weight and growth curve of male and female LDLR^−/−^ mice (Fig. 1). Consistent with our previous studies (Hernandez et al., 2024; Hernandez et al., 2023; Liu et al., 2022; Meng et al., 2022), LDLR^−/−^ mice fed this low-fat AIN76 diet did not develop obesity phenotype (Figs. 1B and C). MP- or vehicle control-exposed mice also had similar body composition, including fat mass and lean mass (Figs. 1B and C). Thus, chronic MP exposure did not affect the body weight and adiposity in lean male and female LDLR^−/−^ mice.

### 3.2. MP exposure leads to sex-specific atherosclerosis exacerbation in LDLR^−/−^ mice without altering serum lipid profiles

We next examined serum lipid levels and found that exposure to MPs did not affect serum cholesterol and triglyceride levels in both male and female LDLR^−/−^ mice (Figs. 2A and B). Serum lipoprotein fractions were then separated, and MP exposure did not affect VLDL, LDL, and HDL cholesterol levels (Fig. 2C).

Atherosclerotic lesion areas were then analyzed in the aortic root and brachiocephalic artery (BCA) of male and female LDLR^−/−^ mice. Despite of unchanged lipid profiles, exposure to MPs led to significantly increased atherosclerotic lesion areas by 63 % in the aortic root of male LDLR^−/−^ mice (27,979 ± 8,467 μm^2^ vs. 17,157 ± 9,434 μm^2^; 1.63-fold; *p* = 0.0185) (Fig. 3A and Supplemental Table 2). Consistently, exposure to MPs also increased the atherosclerotic lesion areas in the BCA of male LDLR^−/−^ mice by 624 % (1,643 ± 1,743 μm^2^ vs. 227 ± 170 μm^2^; 7.24-fold; *p* = 0.0541) (Fig. 3B and Supplemental Table 2). By contrast, MP exposure did not significantly affect the atherosclerotic lesion areas in the aortic root (49,096 ± 17,030 μm^2^ vs. 38,341 ± 19,791 μm^2^; 1.28-fold; *p* = 0.1229) or BCA (1,222 ± 2,153 μm^2^ vs. 957 ± 1,208 μm^2^; 1.28-fold; *p* > 0.9999) in female LDLR^−/−^ mice (Figs. 3C and D, Supplemental Table 2). We also evaluated the atherosclerotic plaque composition of male LDLR^−/−^ mice. MP exposure did not affect the smooth muscle cell (SMC) contents but significantly increased macrophage contents in the atherosclerotic plaques of male LDLR^−/−^ mice (Supplemental Fig. 1).

To determine whether MPs can indeed enter atherosclerotic plaques or vascular tissues, we exposed male LDLR^−/−^ mice with 10 mg/kg body weight of red-fluorescent MPs (RF-MPs) for 9 weeks under the same feeding condition. RF-MPs can indeed be detected within the atherosclerotic lesions of LDLR^−/−^ mice (Fig. 4). Further, RF-MPs can also locate in the intima of aortic vascular tissue (Fig. 4). Collectively, our result indicated that exposure to MPs did not affect circulating lipid profiles but led to sex-specific exacerbation of atherosclerosis in LDLR^−/−^ mice.

### 3.3. Single cell RNA sequencing analysis reveals the transcriptomic atlas in the aorta of LDLR^−/−^ mice in response to MP exposure

To investigate the potential mechanisms for MP-elicited atherosclerosis, we applied scRNA-seq to analyze the transcriptomic changes in the aorta. Aortas of male LDLR^−/−^ mice exposed to vehicle control or MPs were collected and processed using the 10 × Genomics platform to obtain dissociated cells (Fig. 5A). 

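Aortic cells of 3 vehicle-treated and 3 MP-exposed male LDLR-/- mice were pooled into 1 library per condition, so differences between mice of a group could not be measured. The deposited values are counts of unique molecular identifiers (UMIs), the number of distinct RNA molecules read per gene in each cell barcode, and the kit measures only genes that its probes target. The control library held 5139 cell barcodes with a median of 21491 UMIs and 5239 genes per barcode, and the MP library held 6949 barcodes with medians of 19742 UMIs and 5086 genes. After the paper's filters on genes, mitochondrial, ribosomal and hemoglobin counts, and after removal of the barcodes most like doublets, 4686 control cells and 6317 MP cells were retained. Cells were clustered again from these counts, and cell types were named from marker genes. A share of cells is given with its exact 95% binomial interval, and the UMIs of a gene summed over a group of cells, per 1000000 UMIs of that group (CPM), with their exact 95% Poisson interval. These intervals cover counting error only, and no p-value was made from cells.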

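SMC-like cells fell into 5 clusters, fibroblast-like cells into 5, and EC-like cells into clusters 10 and 14. Macrophage-like, dendritic-like, pericyte-like, T cell-like, myelinating Schwann-like and non-myelinating Schwann-like cells formed 1 cluster each. Clusters 6 and 7 received no cell type name and were led by mitochondrially encoded genes such as *mt-Nd2* and *mt-Cytb*. In all, 11003 cells of both libraries were placed in 20 clusters. The names rest on markers raised over whole clusters, and among the 10 leading genes SMC clusters 1 and 9 and fibroblast clusters 5 and 20 held none of their own markers and 1 of another type each (*Acan*, *Notch3*, *Comp* and *Cldn1*), so these types were not compared as wholes and the name of cluster 20 is unsure. A difference between libraries in a cell type may also come from cells named differently here than by the authors.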

A total of 17 cell clusters were identified and visualized in uniform manifold approximation and projection (UMAP), with cluster-specific marker genes displayed in a dot plot (Figs. 5B and C). To compare cell composition differences between the MP-exposed and control groups, we performed a single-cell proportion test to calculate *p*-values and confidence intervals. 

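T cell-like cells made up 1.88% (95% CI 1.51 to 2.31%) of control cells and 0.427% (95% CI 0.282 to 0.621%) of MP cells, a log2 ratio (MP over control) of −2.14. Pericyte-like cells made up 3.24% of control cells and 2.11% of MP cells, a log2 ratio of −0.62 (95% CI −0.97 to −0.28). Myelinating Schwann-like cells numbered 7 among control cells and 138 among MP cells, with a log2 ratio of 3.87 (95% CI 2.79 to 5.21). For non-myelinating Schwann-like cells, the counts were 17 and 116 cells and the log2 ratio was 2.34 (95% CI 1.60 to 3.17). Myelinating Schwann-like cells were shallow, with a median of 1916 UMIs in the MP library and median mitochondrial shares of 1.06% in the control and 3.30% in the MP library, and their log2 ratio was 2.01 with a correction between libraries. With cells named by detected markers it was 1.44, and 1.28 for non-myelinating Schwann-like cells. In cells of at least 5000 UMIs, clustered again at a minimum chosen after the data were seen, the log2 ratio of T cell-like cells was −0.96. Each difference lay beyond counting error, but 1 pool per condition cannot separate exposure from differences between pools.

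**Figure D1:**
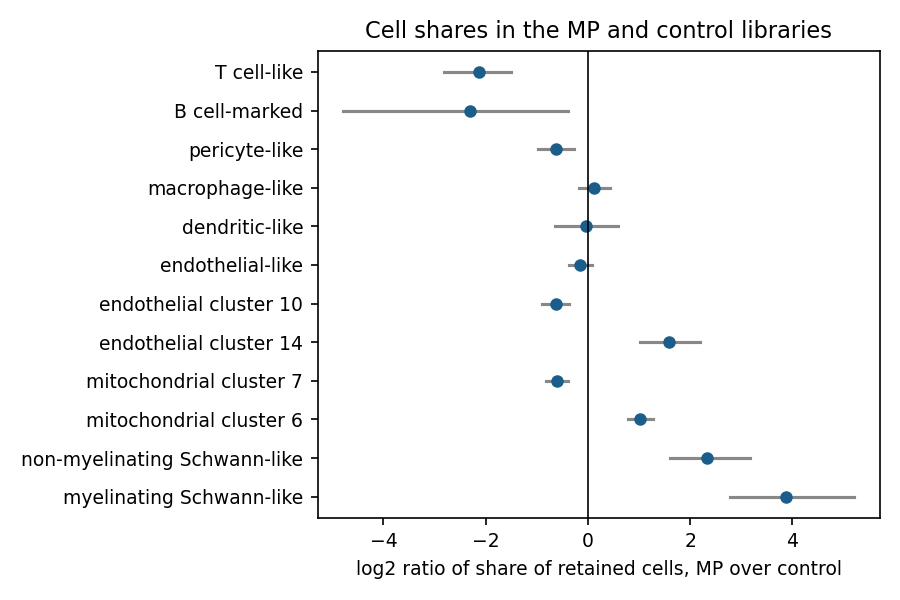
Log2 ratio of the share of retained cells, MP over control, for cell types and single clusters. Points are the ratios of the 2 libraries and lines are 95% intervals from counting error, with T cell-like and B cell-marked cells below 0 and both Schwann-like types above it.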

Interestingly, MP exposure significantly increased the composition of endothelia cells (EC), stressed SMCs, SMC-derived macrophages, and oligodendrocytes, while decreasing the proportions of B cells and T cells (Fig. 5D).

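EC-like cells made up 6.36% (95% CI 5.68 to 7.10%) of control cells and 5.73% (95% CI 5.17 to 6.33%) of MP cells, a log2 ratio of −0.15 whose interval spanned 0, and −0.80 with cells named by detected markers. The EC clusters moved apart. Cluster 10 fell from 5.68% to 3.67% of cells, and cluster 14, led by capillary marker genes, rose from 0.683% to 2.06%, log2 ratios of −0.63 and 1.59. Cells of cluster 14 had a median of 12861.5 UMIs in the control and 5933.5 in the MP library. Over all EC-like cells, 17 measured genes of angiogenesis and repair had a median log2 ratio of 0.10, at the 92.1st percentile of random lists of genes with matched expression. The same list had a median of −0.23 in arterial-like ECs, at the 0.15th percentile, or −0.13 at the control mix of arterial-like subclusters, and of 0.05 in capillary-like ECs, at the 54.9th. *Mki67* in EC-like cells fell from 23.5 to 0.914 CPM and *Top2a* from 28.5 to 2.51. Only 2 control EC-like cells and 0 MP EC-like cells held at least 3 proliferation markers, so few cells decide these values.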

The increased proportion of ECs may represent wound healing and vascular repair in response to MP exposures. We next focused on the dynamic change in different EC clusters. For the UMAP analysis (Fig. 6A), the ECs were classified into 3 subclusters based on subclusterspecific marker genes (Figs. 6B and C). For example, EC subcluster 1 was identified as normal ECs which expressed *Pecam1*, *Cytl1*, and *Bmp6*; and EC subcluster 3 was identified as macrophage-like ECs, which expressed *Ly6c1*, *Fabp4*, and *Cd36* (Figs. 6B and C). 

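Clustering of the 298 control and 362 MP EC-like cells, without *Cd36* or *Fabp4* among the genes used, gave arterial-like, capillary-like, lymphatic-like and mixed subclasses. Arterial-like ECs held *Pecam1* at 9336, *Cytl1* at 10845 and *Bmp6* at 1605 CPM. Capillary-like ECs held *Fabp4* at 19889 and *Cd36* at 8604 CPM, and *Gpihbp1*, which binds lipoprotein lipase on capillary ECs, at 2327 CPM against 1.18 in arterial-like ECs. The macrophage gene *C1qa* stood at 20.1 CPM in capillary-like ECs and 6157 in macrophage-like cells, and *Csf1r* at 4.37 and 2116. *Adgre1* stood at 0.874 CPM in capillary-like ECs and 599 in macrophage-like cells, and *Cd68* at 53.3 and 1176. In arterial-like ECs these 4 genes were lower than in capillary-like ECs, with *C1qa* at 8.08, *Csf1r* at 1.47, *Adgre1* at 0.735 and *Cd68* at 14.5 CPM. *Pecam1* was also present in capillary-like ECs, at 2337 CPM. *Ly6c1* was not analysed here.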

Gene Ontology (GO) analysis showed that three different EC clusters have different enriched biological processes (Fig. 6D and Supplemental Table 3). For example, the enriched biological processes in EC subcluster 2 are associated with regulation of cell-substrate adhesion, cell–cell adhesion, and regulation of EC proliferation, and EC subcluster 3 had enriched biological processes such as regulation of EC differentiation, fatty acid transport, and lipid homeostasis (Fig. 6D).

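The lipid transport genes *Lpl* and *Scarb1* stood at 2045 and 1186 CPM in capillary-like ECs, against 77.9 and 32.8 in arterial-like ECs. *Kdr*, a receptor gene of EC growth, stood at 887 CPM in capillary-like and 9.99 in arterial-like ECs. The adhesion genes *Vcam1* and *Selp* were higher in arterial-like ECs, at 855 and 614 CPM, than in capillary-like ECs, at 37.6 and 18.4. Of the 50 genes Table S3 lists for EC subcluster 1, 46 were measured with at least 10 UMIs in EC-like cells, and 44 of them were highest in arterial-like ECs. Of the 46 measured genes of EC subcluster 3, 35 were highest in capillary-like and 11 in lymphatic-like ECs. Among the 11 was the venous marker *Ackr1*, found in 46.2% of lymphatic-like ECs, while the lymphatic marker *Prox1* was found in 42.3%. The lymphatic-like name is therefore unsure. Only 9 genes of EC subcluster 2 reached 10 UMIs, and 7 were highest in the mixed subclass, whose cells also held SMC and fibroblast genes. Table S3 was made from these same samples and lists markers used here to name subclasses, such as *Klk10* and *Gpihbp1*. For EC subclusters 1 and 3 this overlap therefore only matches the groups and is no independent support for their names. For EC subcluster 2, with 9 of 50 listed genes at this level, a match to the mixed subclass was not shown. Its listed genes *Thbs4* and *Cldn1* had 4 and 1 UMIs in EC-like cells, and both were leading genes of fibroblast cluster 20.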

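Arterial-like ECs made up 79.2% (95% CI 74.1 to 83.7%) of control EC-like cells and 48.9% (95% CI 43.6 to 54.2%) of MP EC-like cells, a log2 ratio of −0.70, which was −0.34 with cells named by detected markers and −0.17 in cells of at least 5000 UMIs. Capillary-like ECs rose from 6.38% (95% CI 3.88 to 9.78%) to 24.9% (95% CI 20.5 to 29.6%), a log2 ratio of 1.96, from 19 and 90 cells with medians of 7598 and 6035.5 UMIs and mitochondrial shares of 0.817% and 1.73%. Lymphatic-like ECs numbered 8 and 18, too few to show a difference. The mixed subclass rose from 11.7% to 21.3% of EC-like cells, a log2 ratio of 0.86 that was 0.20 with doublets kept and 0.46 with cells named by detected markers. Its cells were shallow, with medians of 2543 UMIs in the control and 3124 in the MP library.

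**Figure D2:**
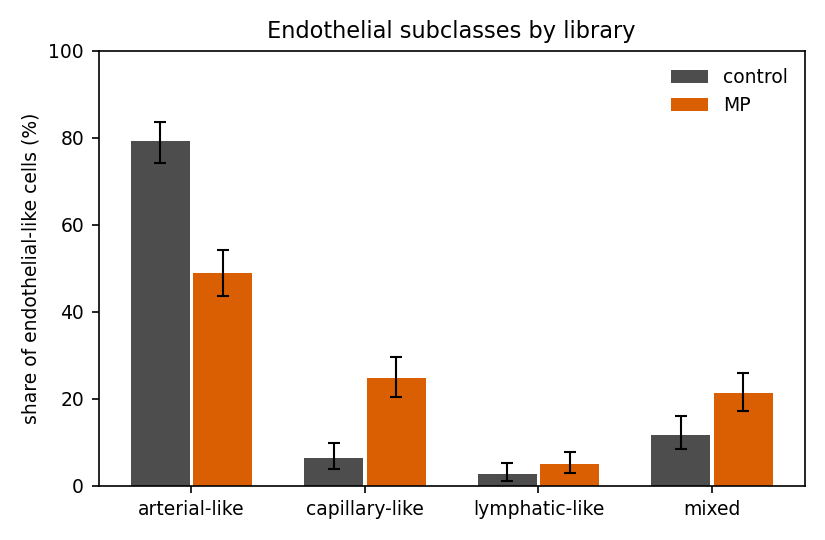
Share of EC-like cells (%) in each subclass in the control and MP libraries. Bars are shares and error bars 95% intervals from counting error, with arterial-like ECs at 79.2% and 48.9% and capillary-like ECs at 6.38% and 24.9%.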

Interestingly, MP exposure led to increased population of EC subcluster 3 but decreased EC subcluster 1 population (Figs. 6E and F). 

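*Cd36*, which lies on chromosome 5 at positions 17781690 to 17888801 of the mm10 reference, encodes a scavenger receptor that takes up fatty acids. Over all EC-like cells it rose from 652 CPM in the control library to 1989 in the MP library, a ratio of 3.05 (95% CI 2.93 to 3.18). *Fabp4*, on chromosome 3 at positions 10204088 to 10208576, encodes a fatty acid carrier and rose from 2403 to 4848 CPM, a ratio of 2.02 (95% CI 1.97 to 2.06). Within capillary-like ECs the ratios were 1.13 (95% CI 1.08 to 1.19) for *Cd36* and 1.16 (95% CI 1.13 to 1.20) for *Fabp4*, but both turned below 1 with doublets kept, to log2 ratios of −0.08 and −0.03. In the mixed subclass the ratios were 2.01 (95% CI 1.68 to 2.42) and 1.24 (95% CI 1.12 to 1.36), or 2.32 and 3.32 without cells holding adipocyte markers. There 1 MP cell held 233 of the 400 MP *Cd36* UMIs. For *Fabp4*, 1 control cell held 476 of 724 UMIs and 1 MP cell 422 of 1029. Few cells thus decide the mixed ratios, and their intervals do not cover this. In lymphatic-like ECs, with 8 and 18 cells, they were 0.781 and 0.862. With the EC subclasses of both libraries weighted by their control shares, the ratio was 0.998 (95% CI 0.957 to 1.04) for *Cd36* and 0.708 (95% CI 0.690 to 0.725) for *Fabp4*. Arterial-like ECs held *Cd36* at 95.4 CPM in the control and 7.39 in the MP library, but 1 control cell with adipocyte markers held 360 of the 378 control UMIs. Without adipocyte-marked cells, arterial-like ECs held *Cd36* at 4.68 and 7.39 CPM and *Fabp4* at 193 and 108, and the ratios at the control mix became 1.13 and 1.11. That cell also held 3755 of the 11446 control *Fabp4* UMIs of all EC-like cells, and without adipocyte-marked cells the ratios over all EC-like cells were 3.39 for *Cd36* and 3.10 for *Fabp4*. Capillary-like ECs of the MP library held 89.3% of all *Cd36* UMIs of its EC-like cells.
With each cell thinned to 2000 UMIs, *Cd36* was found in 100.0% of control and 98.8% of MP capillary-like ECs, and in 1.75% and 1.13% of arterial-like ECs. T cell-like cells, which should lack *Cd36*, showed it in 0% (95% CI 0 to 4.11%) and 3.70% (95% CI 0.0937 to 19.0%) of cells, the latter 1 of 27 cells. SMC cluster 1 showed it in 0.499% and 0.895%. The arterial-like shares lay above those of SMC cluster 1, with overlapping intervals (95% CI 0.478 to 4.41% against 0.136 to 1.27% in the control and 0.137 to 4.02% against 0.448 to 1.60% in the MP library). *Fabp4* was found in 15.3% and 10.7% of arterial-like ECs and in 36.4% and 34.9% of cells of SMC cluster 1. In T cell-like cells it was found in 6.82% (95% CI 2.54 to 14.3%) and 18.5% (95% CI 6.30 to 38.1%). These backgrounds differ from each other, so free RNA stays open for *Fabp4* in arterial-like ECs. Without thinning, *Cd36* was found in 5.51% and 11.3% of arterial-like ECs, at median depths of 13077 and 14450.0 UMIs, and in 2.27% and 7.41% of T cell-like cells, at 5639 and 5972 UMIs. Thinning left out 7 control arterial-like ECs, 2 control capillary-like ECs and 9 MP capillary-like ECs with fewer UMIs.

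**Figure D3:**
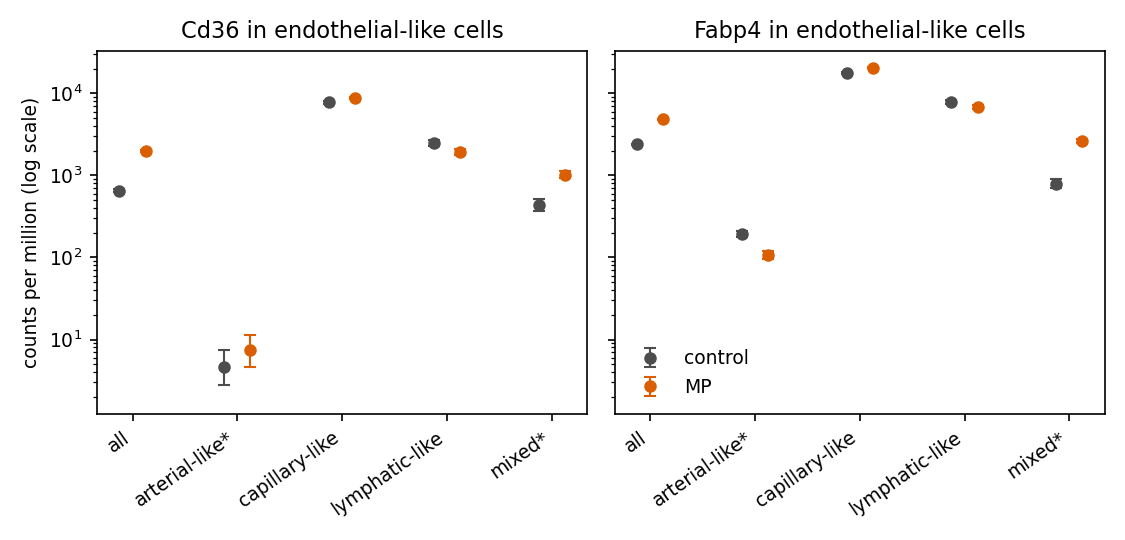
*Cd36* and *Fabp4* in all EC-like cells and in each subclass, in CPM on a log scale. Points are summed counts of a library, error bars are 95% Poisson intervals, and an asterisk marks subclasses shown without adipocyte-marked cells. Capillary-like ECs lie highest in both libraries, with *Cd36* at 7817 in the control and 8841 in the MP library.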

Combined with pseudotemporal trajectories and differentially expressed gene (DEG) analyses, we found that ECs had increased expression of pro-atherogenic genes including *Cd36* and *Fabp4* after MP exposure (Figs. 6G and H; Supplemental Table 3). 

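Among arterial-like ECs, 14 of 16 immediate early and heat shock genes were higher in the MP library beyond counting error, with a median log2 ratio of 0.56, and *Fos* rose from 818 to 1353 CPM. In the same cells 10 of 12 SMC contractile genes and 13 of 13 mitochondrially encoded genes were higher too, with medians of 0.74 and 0.52, so free RNA and RNA quality stay open for this rise. Interferon response genes had a median log2 ratio of −0.51 in these cells, and *Isg15* fell from 48.7 to 20.8 CPM. The arterial-like subclusters differed in share between libraries, with subcluster 6, led by *Serpina3n*, *Serpina3g* and *Cd74*, falling from 46 to 11 cells and subcluster 5, led by *Scd1*, rising from 21 to 37. With the subclusters of the MP library weighted to the control mix, chosen after the data were seen, the medians were 0.19 for immediate early and heat shock genes and −0.32 for interferon response genes, and the ratios 1.17 for *Fos* and 0.392 for *Isg15*. The adhesion genes *Icam1* and *Vcam1* changed little in arterial-like ECs, with ratios of 1.03 (95% CI 0.955 to 1.10) and 1.04 (95% CI 0.991 to 1.10), or 1.10 and 1.08 at the control mix of subclusters, with intervals above 1. *Sele* fell from 111 to 56.0 CPM in arterial-like ECs, but its ratio was 0.915 at the control mix of subclusters, with an interval that spans 1. Genes of lipid uptake and transport had a median log2 ratio of −1.39 in arterial-like ECs and 0.07 once the adipocyte-marked control cell was left out.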

Taken together, MP exposure may affect EC gene expression and functions to elicit atherogenic effects in vivo.

### 3.4. Exposure to MPs leads to dysregulated gene expression in murine primary endothelia cells and human endothelial cells in vitro

To elucidate the potential impact of MP exposure on EC function, we isolated primary ECs from male LDLR^−/−^ mice and treated them with MPs in vitro. Consistent with scRNA-seq results, MP treatment also led to increased expression of *Cd36* and *Fabp4* in ECs in vitro (Fig. 7). As inflammatory responses are the driving force of atherosclerosis development (Hernandez and Zhou 2021; Libby 2002; Sui et al., 2014), we also analyzed the expression of key proinflammatory genes in ECs. MP treatment stimulated the expression of several pro-atherogenic genes including *Il-1α, Il-6,* and *Nlrp3* (Fig. 7A). In addition, MP exposure also increased the expression levels of *Ikkβ* (Fig. 7A), a central coordinator of innate immunity and inflammation that has important function in atherogenesis (Hernandez and Zhou 2021; Park et al., 2012; Sui et al., 2014).

To elucidate the potential impact of MP exposure on human ECs, we treated human HMEC-1 ECs (Hernandez et al., 2024; Hernandez et al., 2023; Pickering et al., 2019) with the same dose of MPs. Consistently, MP exposure increased the expression of proatherogenic genes including *Cd36*, *Fabp4*, and *Il-6* in HMEC-1 cells (Fig. 7B). In addition, MP exposure also led to increased production of reactive oxygen species (ROS) in those cells (Supplementary Fig. 2), corresponding with increased pro-atherogenic gene expression. Collectively, these findings suggest that MP exposure can cause dysregulated EC gene expression and EC dysfunction, which may contribute to increased atherosclerosis in vivo.

## 4. Discussion

Due to their durability, versatility, and low cost, plastics are an essential part of modern society, and global plastic production has rapidly increased over the past century (Geyer et al., 2017). Humans are ubiquitously exposed to small plastic particles and increasing evidence suggests that exposure to these particles may affect development of chronic diseases including atherosclerotic CVD (Landrigan 2024; Liu et al., 2024; Marfella et al., 2024; Prattichizzo et al., 2024; Yang et al., 2024). However, the direct impact of exposure to MPs or NPs on atherosclerosis development is poorly understood. In this study, we investigated how exposure to MPs affects atherosclerosis development in lean LDLR^−/−^ mice. Interestingly, we found that MP exposure led to increased atherosclerosis in male but not female LDLR^−/−^ mice. We then conducted scRNA-seq analysis of aorta and revealed the impact of MP exposure on composition of several key cell populations required for atherogenesis. Further, exposure to MPs altered several EC subclusters and affected EC transcriptome. In vitro studies then showed the effects of MP treatment on pro-atherogenic gene expression in murine and human ECs. To the best of our knowledge, this is the first animal study to show the sex-specific atherogenic effects of MP exposure in LDLR^−/−^ mice.

Recent human studies have revealed the presence of MPs and NPs in the arteries and carotid artery plaque (Landrigan 2024; Liu et al., 2024; Marfella et al., 2024). Moreover, the increased MPs/NPs levels are associated with increased cardiovascular events of atherosclerotic plaque formation (Landrigan 2024; Liu et al., 2024; Marfella et al., 2024). Consistent with our results, several animal studies previously showed that exposure to MPs or NPs can lead to increased atherosclerosis in ApoE^−/−^ mice (Wang et al., 2023a; Wen et al., 2024a; Yang et al., 2025; Zhao et al., 2024; Zhong et al., 2024). For example, Zhao et al., recently showed that exposure to male ApoE^−/−^ mice 0.5 μm MPs via drinking water (1 μg/mL) for 20 weeks increased atherosclerotic lesion formation in those mice (Zhao et al., 2024). Several other studies also found MP or NP exposures led to increased atherosclerosis in male ApoE^−/−^ mice under HFD feeding conditions (Wang et al., 2023a; Wen et al., 2024a; Yang et al., 2025; Zhong et al., 2024). However, these studies only used male ApoE^−/−^ mice and it is not clear whether similar exposure conditions also affect atherosclerosis development in female ApoE^−/−^ mice. Furthermore, most groups used HFD for their atherosclerosis studies (Wang et al., 2023a; Wen et al., 2024a; Yang et al., 2025; Zhong et al., 2024). High-fat feeding-induced obesity and metabolic dysfunction may affect the atherosclerotic lesion development. Thus, it is possible that HFD-induced obesity and metabolic dysfunction served as the secondary pro-atherogenic factors that influence MP or NP-induced atherosclerosis development in those mice.

To avoid the additional stresses of obesity and metabolic dysfunctions presented in HFD-fed models, we fed the male and female LDLR^−/−^ mice a modified low-fat and low-cholesterol AIN76 diet (Teupser et al., 2003). We and others have used this AIN76 diet to successfully induce atherosclerosis in LDLR^−/−^ or ApoE^−/−^ mice without causing additional obesity and associated metabolic disorders in many studies (Hernandez et al., 2024; Hernandez et al., 2023; Liu et al., 2022; Meng et al., 2022; Rodriguez et al., 2013; Sui et al., 2020; Sui et al., 2014; Sui et al., 2011; Teupser et al., 2003; Wolfrum et al., 2007). Indeed, LDLR^−/−^ mice fed this diet did not develop obesity phenotype in the current study, and they were lean with normal adiposity. MP exposure did not affect the body weight or adiposity of these mice but still led to increased atherosclerosis in male but not female LDLR^−/−^ mice. Since exposure to MPs did not alter serum lipid profiles, MP-elicited atherosclerosis in male LDLR^−/−^ mice was unlikely affected by other secondary effects such as obesity and circulating cholesterol levels.

The selected 10 mg/kg body weight MP dose in our current study was based on previous animal studies and environmentally relevant doses (Deng et al., 2022; Wang et al., 2023a; Wen et al., 2024a; Zhong et al., 2024). For example, Wen et al., previously treated ApoE^−/−^ mice with 5 or 10 mg/kg body weight NPs for 3 months to study their atherogenic effects (Wen et al., 2024a). Wang et al., and Zhong et al., exposed ApoE^−/−^ mice with 2.5–250 mg/kg body weight of NPs for 19 weeks under high-fat feeding condition to study atherosclerosis development (Wang et al., 2023a; Zhong et al., 2024). Wang et al., also measured the blood NP levels after 24-hour exposure and they found that blood NP levels were distributed in the blood in a dose-dependent manner (Wang et al., 2023a). The blood NP levels of the three exposed doses (2.5, 25, and 250 mg/kg body weight) were 0.17, 0.51, and 3.37 μg/mL, respectively (Wang et al., 2023a). These values were within the range of reported plastic particle levels in human blood (1.6 ug/mL) (Leslie et al., 2022). In addition, another study estimated the mouse equivalent MP dose to be 2.7–8.7 mg/kg body weight based on the estimated daily intake of MPs (13 to 39.3 mg) for humans (Deng et al., 2022). Therefore, our selected dose is close to the estimated mouse equivalent MP exposure dose and is appropriate for studying the impact of MP exposure on atherosclerosis development in vivo. Nevertheless, we only selected a single dose for the MP exposure study, which limited our ability to assess dose-dependent effects of MP exposure on atherosclerosis. In addition, 9-week exposure period was also relatively short as compared to other studies (Wang et al., 2023a; Wen et al., 2024a; Yang et al., 2025; Zhao et al., 2024; Zhong et al., 2024). The lean LDLR^−/−^ mice fed the low-fat diet did not develop large and advanced lesions in our study. Thus, we could not assess the impact of longer-term MP exposures on atherosclerotic plaque complex and vulnerability. Those are the limitations of our study and future animal studies using more doses and longer exposure times should be considered to further investigate the impact of MP exposure on atherosclerosis development.

It is intriguing that MP exposure can lead to increased atherosclerosis in male but not female LDLR^−/−^ mice. Sex differences in CVD and its associated risk factors have been well documented in humans (Nour et al., 2023; Sakkers et al., 2023; Vaura et al., 2022). Sex differences have also been widely reported in mouse atherosclerosis studies (Robinet et al., 2018). However, the detailed mechanisms responsible for sex differences in CVD and atherosclerosis remain largely unknown. Sex hormones, sex chromosomes, and many genetic or epigenetic factors have been proposed to contribute to sex difference in CVD (Nour et al., 2023; Sakkers et al., 2023; Vaura et al., 2022). For example, sex chromosomes may influence atherosclerosis through sex-specific gene regulations (Sakkers et al., 2023; Vaura et al., 2022). It has also been well-established that estrogen has protective effects against atherosclerosis in animals and humans (Arnal et al., 2010; Billon-Gales et al., 2011; Hodgin et al., 2001; Nathan and Chaudhuri 1997). Thus, it is plausible MP exposure may interfere with those factors and only elicit observable atherosclerosis phenotypes in the lean male LDLR^−/−^ mice. For example, the protective effects of estrogen in female mice may render them to resistant to MP-induced atherosclerosis. Sexual dimorphic responses to various environmental exposures are still an understudied research topic. Many animal studies including the recent atherosclerosis studies only used one sex to investigate the atherogenic effects of MPs or NPs (Wang et al., 2023a; Wen et al., 2024a; Yang et al., 2025; Zhao et al., 2024; Zhong et al., 2024). Thus, it is important to include both sexes to investigate the potential impact of environmental factor exposures in animal models. While we observed sex-specific effects of MPs on atherogenesis in our study, the underlying mechanisms, potentially including the roles of sex hormones, sex chromosomes, and other factors, remain unclear. Further studies are needed to elucidate the mechanisms by which MPs and other environmental factors exert sex-specific influences on atherogenesis and CVD.

Previous in vitro studies have shown that MPs/NPs can induce cellular dysfunctions for macrophages, ECs, and SMCs, key cell types regulating atherosclerosis development (Prattichizzo et al., 2024). For example, MP exposure has been shown to trigger endocytosis and to elevate pro-inflammatory cytokine expression in monocytes/macrophages in vitro (Adler et al., 2024; Hirt and Body-Malapel 2020; Merkley et al., 2022). Exposure to NPs promoted cell migration and phenotypic switching in SMCs (Lomonaco et al., 2024; Persiani et al., 2025). In ECs, NP exposure activated inflammatory pathways and increased endothelial permeability with an increased oxidative stress (Lee et al., 2021; Vlacil et al., 2021). Atherosclerosis is a complex disease marked by cellular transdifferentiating and dynamic interactions among diverse vascular and immune cell types (Kong et al., 2022). To understand how MP exposures affect these different cells to induce atherosclerosis in vivo, we conducted scRNA-seq analysis of aorta. scRNA-seq enables high-resolution profiling of cellular identities and transcriptomic landscapes. The application of scRNA-seq to atherosclerosis research has uncovered shifts in cellular heterogeneity, offering novel insights into disease pathogenesis (Cui et al., 2023; Mocci et al., 2024; Mosquera et al., 2023). Our scRNA-seq results showed that MP exposure did not affect macrophage and monocyte populations but caused a reduction in B cells and T cells in the aorta. 

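Macrophage-like cells made up 3.31% (95% CI 2.81 to 3.86%) of control cells and 3.61% (95% CI 3.16 to 4.10%) of MP cells, a log2 ratio of 0.13 that turned to −0.34 with cells named by detected markers. Dendritic-like cells made up 0.875% and 0.855%. Over all barcodes, 5 measured monocyte markers summed to 26.9 CPM in the control and 30.4 in the MP library. Cells with at least 3 B cell markers numbered 11 in the control and 3 in the MP library, a log2 ratio of −2.31 (95% CI −4.79 to −0.38). B cell markers summed over all barcodes fell less, from 23.6 to 16.9 CPM, a ratio of 0.716 (95% CI 0.680 to 0.753). *Ighm*, with a ratio of 0.80, held 2398 of the 3364 control UMIs of this sum. The other markers had lower ratios, from 0.22 (*Pax5*) to 0.64 (*Cd79b*). *Rag1*, a gene of developing T cells in the thymus, was found in 54.5% of control and 70.4% of MP T cell-like cells, and in 0.377% of other cells. *Dntt* was found in 52.3% and 66.7% of T cell-like cells. T cell-like cells with fewer than 2 such thymocyte genes numbered 39 in the control and 8 in the MP library.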

Previous studies also found that MP exposure led to significant reduction in donor-derived T cells and B cells but not myeloid cells in primary and secondary recipient mice (Jiang et al., 2024). Interestingly, exposure to MPs led to increased cell clusters including ECs, SMC-macrophages, stressed SMCs, and oligodendrocytes. 

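The SMC-like clusters did not move together. SMC cluster 11, led by immediate early genes such as *Egr3* and *Nr4a1*, had a log2 ratio of share of 1.77 (95% CI 1.41 to 2.14), SMC cluster 2 of 0.73, and SMC cluster 9 of −0.86 (95% CI −1.12 to −0.61). The leading genes of cluster 9 hold the pericyte marker *Notch3* and no SMC marker, although all 8 SMC markers, such as *Acta2* at 21523 CPM, were raised there. Cluster 6, led by mitochondrially encoded genes and *Fam71a*, rose from 4.20% to 8.55% of cells, with median mitochondrial shares of 7.91% and 8.74% of UMIs. At mitochondrial limits of 10% and 5% no cluster like 6 formed, and the share of all clusters led by mitochondrially encoded genes, with a log2 ratio of 0.19 here, turned to −0.58 and −0.39. Cluster 7, which also held mitochondrially encoded genes, fell from 7.81% to 5.13%, with medians of 711.5 and 1148 UMIs per cell, but its log2 ratio of −0.61 shrank to −0.09 with at least 500 genes per cell and to −0.33 with a correction between libraries. In macrophage-like cells, *Acta2* rose from 985 to 2863 CPM and *Myh11* from 239 to 929. T cell-like cells, which should lack SMC genes, showed a like rise of *Acta2*, from 1401 to 5109 CPM, so free RNA from SMCs stays open for both.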

MP exposure has been shown to induce the phenotypic changes and migration properties in SMCs (Zhong et al., 2024), which may correlate to our SMC results of scRNA-seq analysis. It is intriguing that MP exposure also increased the population of oligodendrocytes which are mainly expressed in central nervous system but not cardiovascular systems. 

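Both glial clusters carried marker genes of Schwann cells, the myelinating cells of peripheral nerves. *Mpz* stood at 15867 CPM in the myelinating Schwann-like cluster against 3.53 in cells outside the glial clusters, and *Prx* at 3120 against 18.5. *Cdh19* stood at 2594 and *Scn7a* at 3346 CPM in the non-myelinating Schwann-like cluster. *Mog*, *Mobp*, *Opalin*, *Olig1*, *Olig2*, *Hapln2* and *Ermn*, markers of oligodendrocytes, had 0 UMIs in the 278 glial cells, against 22488 UMIs of 6 Schwann cell markers. *Plp1* and *Mbp*, which both glial types express, were present in both clusters. For the cells it names oligodendrocytes, the paper proposes, from a report that mesoangioblasts of the aorta can become such cells, that MPs may affect the differentiation of aortic stem cells.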

Oligodendrocytes synthesize myelin to protect axons and other nerve fibers (Bradl and Lassmann 2010). However, aorta-derived mesoangioblasts can differentiate into oligodendrocytes (Wang et al., 2012), and MP exposure may affect aortic stem cell differentiation, leading to increased oligodendrocytes. Future studies are needed to investigate the impact of MP/NP exposure on stem cell differentiation in different tissues and the potential impact on disease development.

ECs are the key cell types mediating the initiation and progression of atherosclerosis. MPs have been shown to stimulate the expression of inflammatory cytokines and vascular cell adhesion molecules in ECs (Vlacil et al., 2021). Another study also found that MP exposure led to elevated ROS and cytotoxicity in human vascular ECs (Chen et al., 2023). Intriguingly, our RF-MP distribution results showed that MPs can be detected in the intima of vascular tissue and some apparently attached to the endothelia layer. scRNA-seq results indicated MP exposure affected EC population and different EC subclusters in the aorta samples. MP exposure strongly induced the proportion of EC subcluster cluster 3, macrophage-like ECs which highly expressed *Cd36* and *Fabp4*. 

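Within capillary-like ECs alone, 16 measured genes of lipid uptake and transport had a median log2 ratio of 0.02, at the 48.6th percentile of random lists of matched expression. Over all EC-like cells the same list had a median log2 ratio of 0.79, and *Scarb1* rose from 98.4 to 309 CPM and *Kdr* from 65.3 to 216. From the changes in EC subclusters and in *Cd36* and *Fabp4*, the paper proposes that MP exposure may alter EC gene expression and functions with atherogenic effects. It also reports higher *Cd36* and *Fabp4* in murine and human ECs exposed to MPs in vitro, measurements that were not analysed here.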

CD36, a cell surface scavenger receptor, plays an important role in mediating lipid transport not only in immune cells but also the aortic ECs (Kalluri et al., 2019; Tian et al., 2020). Endothelial CD36 can enhance the oxidized-LDL uptake, leading to increased atherosclerosis (Tian et al., 2020; Wen et al., 2024b). FABP4, the fatty acid binding protein 4, is responsible for lipid metabolism in different cell types (Furuhashi et al., 2014). In human coronary ECs, FABP4 can increase the production of inflammatory cytokines and decrease the phosphorylation of eNOS (Fuseya et al., 2017; Wu et al., 2020). Our in vitro studies then found that MP treatment stimulated the expression of *Cd36* and *Fabp4* in murine primary ECs and human HMEC-1 ECs. MP exposure also elevated the expression of several other well-established pro-atherogenic genes such as *Il-6* in ECs. Further, MP exposure also led to increased production of ROS in human ECs which was consistent with previous studies (Chen et al., 2023). Thus, MP-stimulated pro-atherogenic gene expression may lead to endothelial dysfunctions and atherosclerosis development in those mice.

In summary, we investigated the impact of exposure to MPs on atherosclerosis development in lean male and female LDLR^−/−^ mice using an environmentally relevant dose and revealed that MP exposure induced sex-specific atherogenic effects in LDLR^−/−^ mice. Exposure to MPs led to significantly increased atherosclerosis in male but not female LDLR^−/−^ mice without altering adiposity and circulating lipid profiles. scRNA-seq analysis uncovered that exposure to MPs affected aortic cell proportions several key cell types mediating atherogenesis. It is particular interesting that MP exposure affected aortic EC subclusters and the related pro-atherogenic gene expression. In vitro studies showed the impact of MP exposure on the expression of several pro-atherogenic genes in murine and human ECs. Our results indicated the sex-specific atherogenic effects of MPs in a suitable laboratory animal model. Findings from this study contribute to our understanding of the association between MP exposure and increased CVD risk in humans.

## Supplementary Material

1

## Figures and Tables

**Fig. 1.**
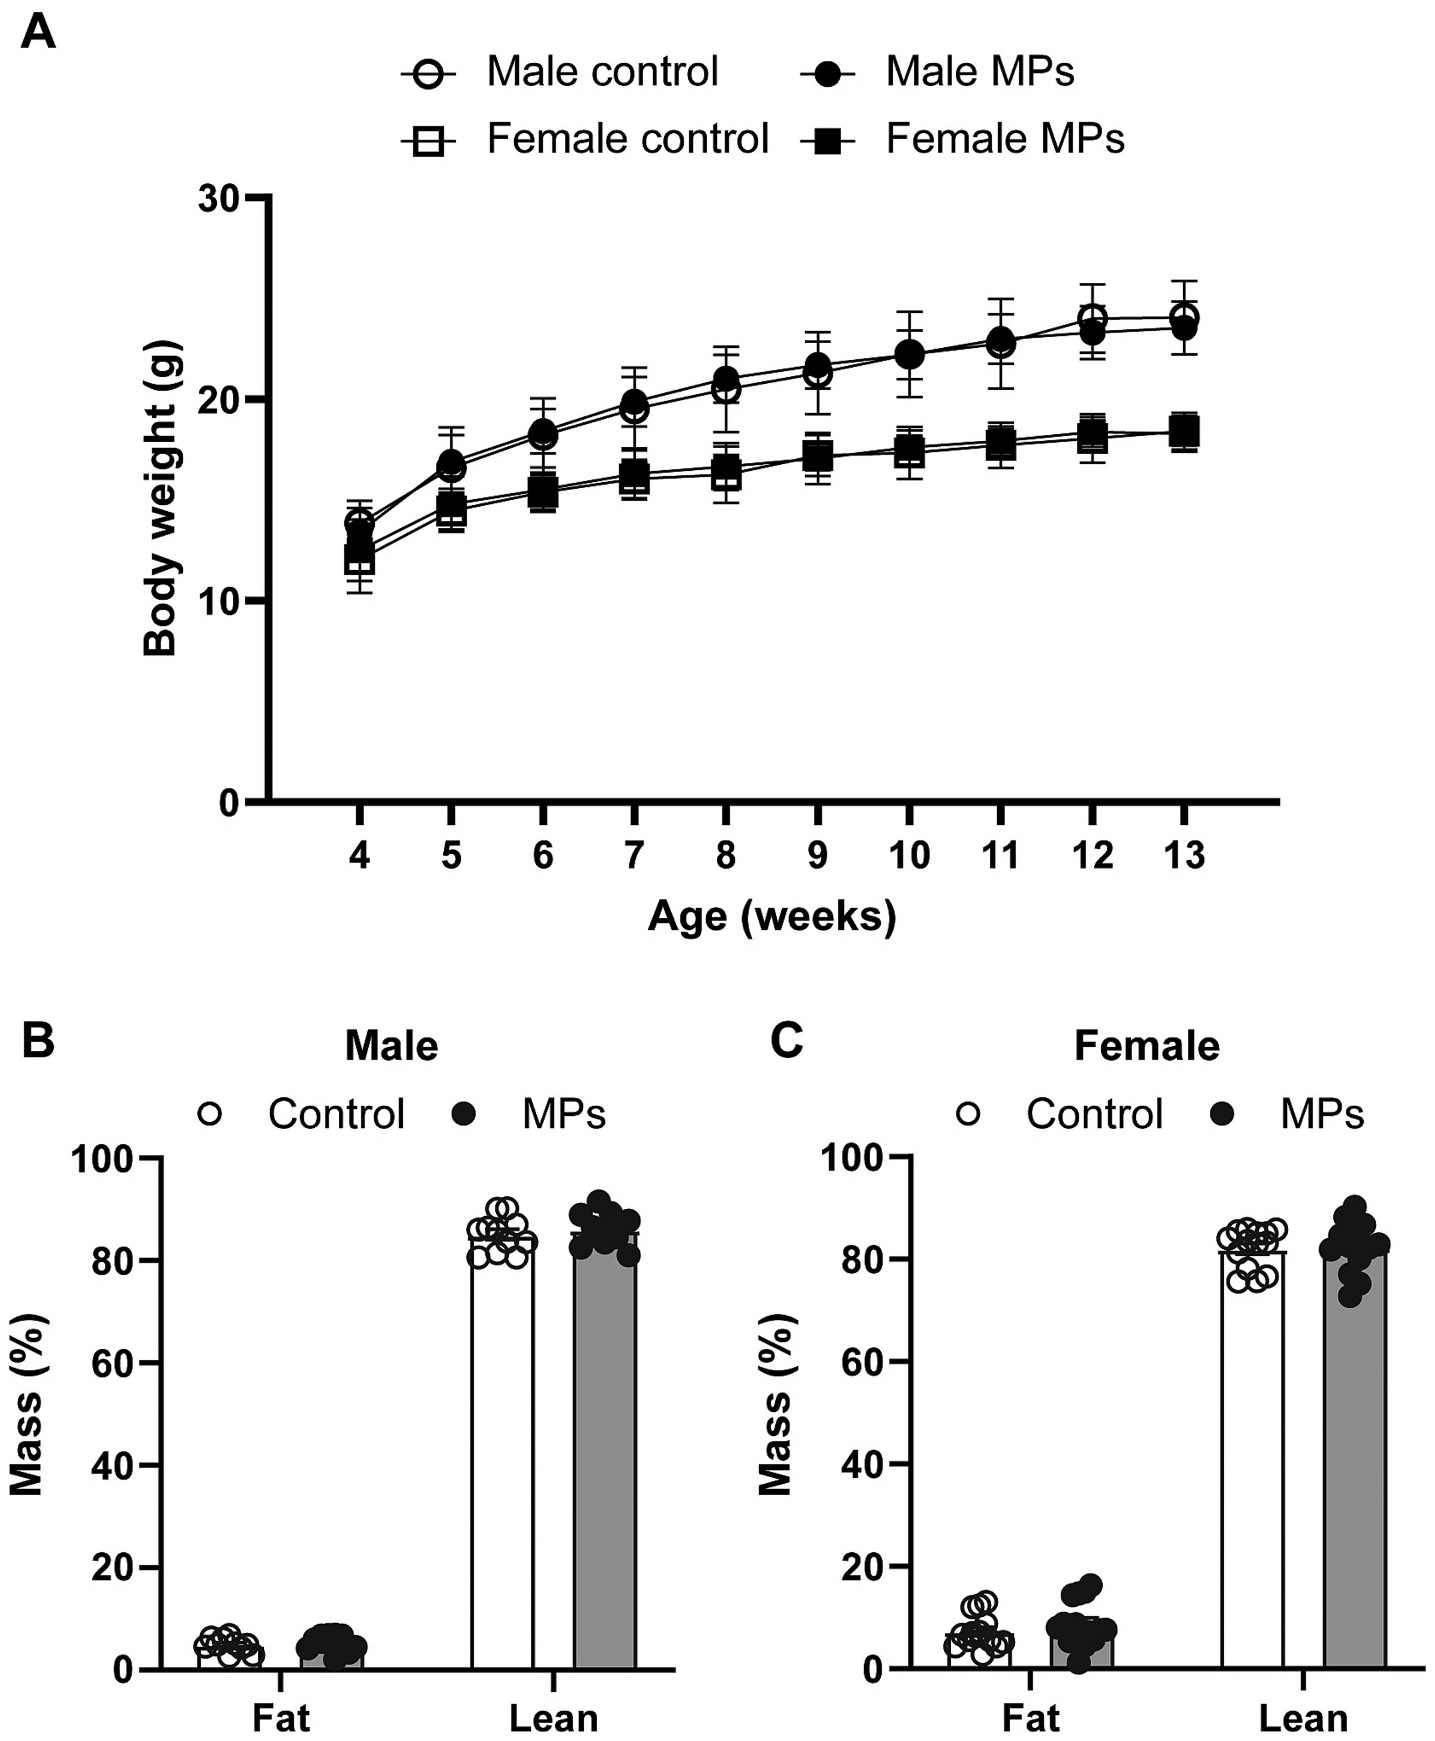
Microplastic exposure does not affect body weight and adiposity of male and female LDLR^−/−^ mice. Four-week-old male and female LDLR^−/−^ mice were fed a low-fat AIN76 diet and treated with 10 mg/kg body weight microplastics (MPs) or vehicle control by oral gavage daily for 9 weeks before euthanasia. (A) Growth curves of male and female LDLR^−/−^ mice. (B and C) Fat and lean mass of male (B) and female (C) LDLR^−/−^ mice. (n = 10–16; two-sample, two-tailed Mann-Whitney *U* test). All data are presented as mean ± SEM.

**Fig. 2.**
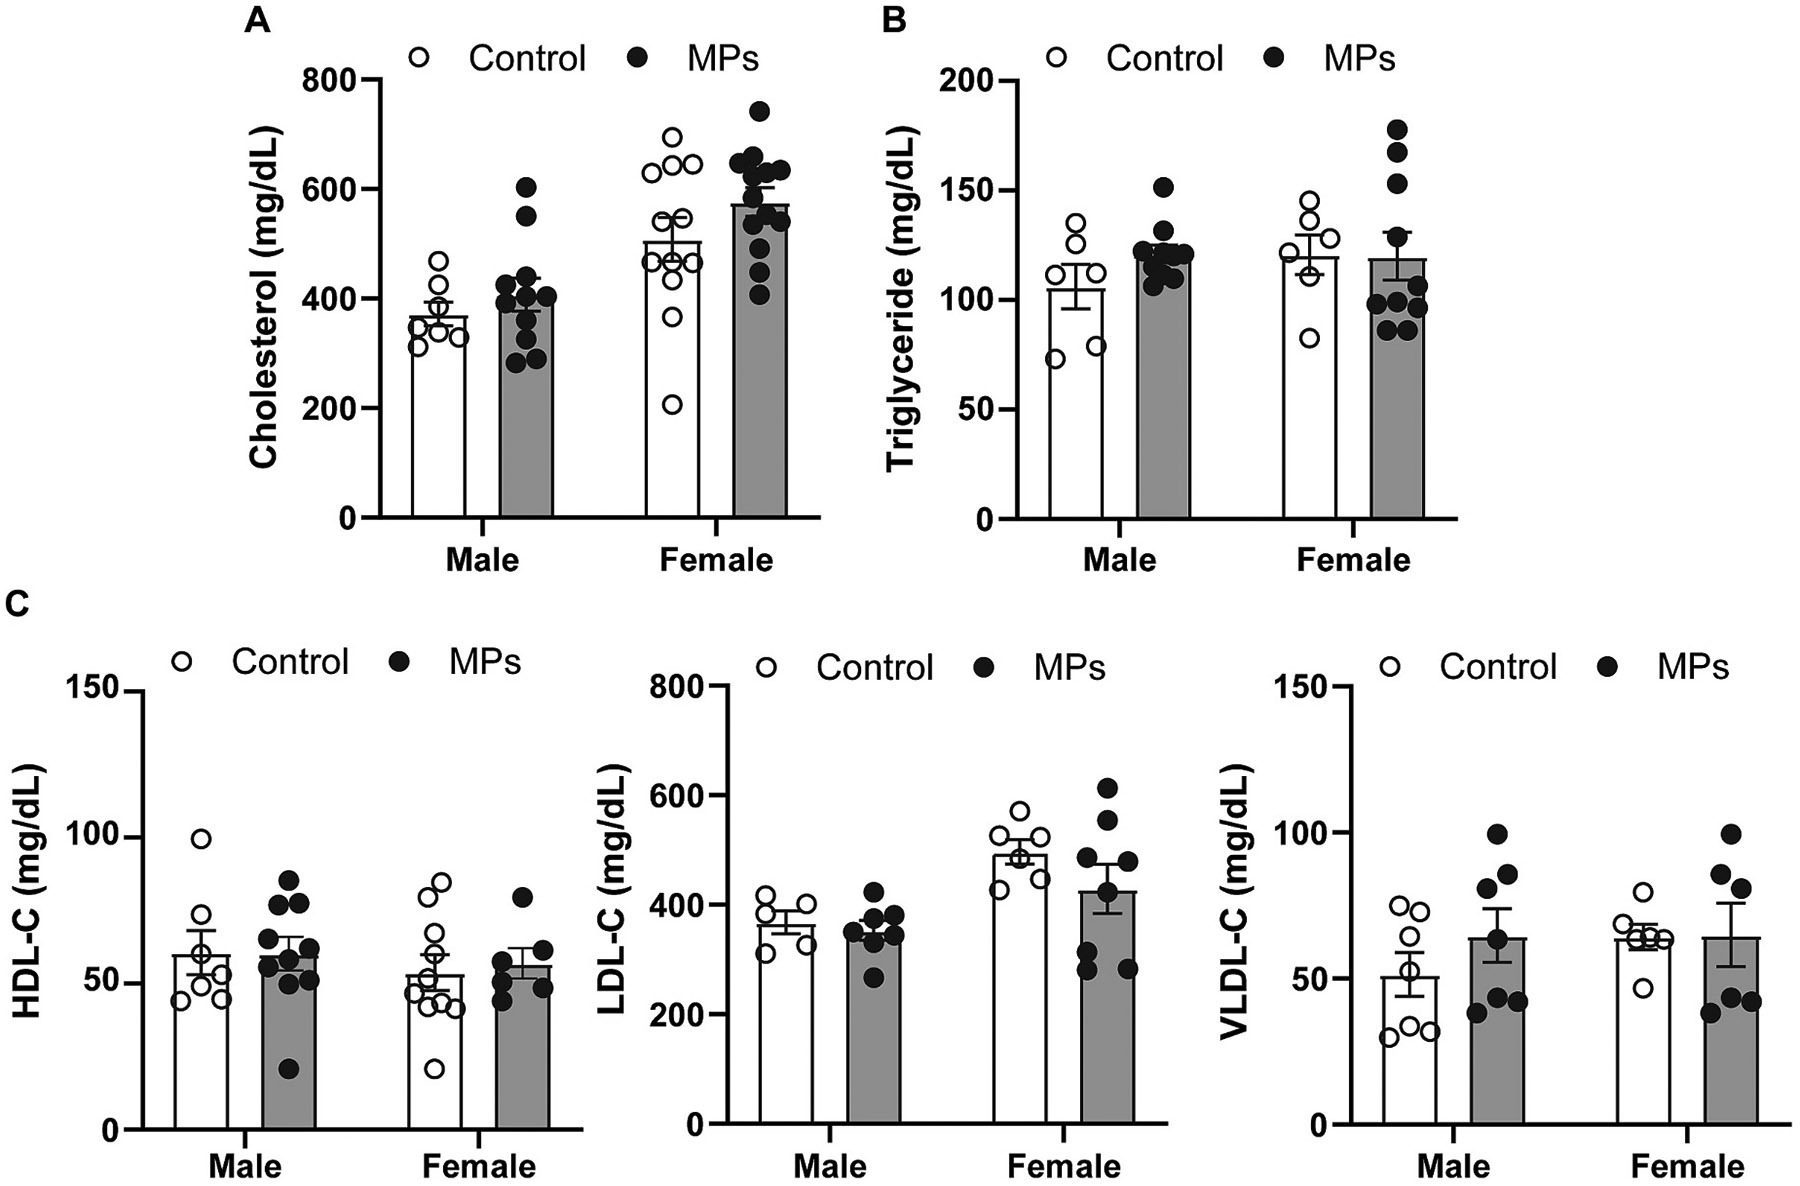
Microplastic exposure does not alter serum lipid profiles in lean LDLR^−/−^ mice. Four-week-old male and female LDLR^−/−^ mice were fed a low-fat AIN76 diet and treated with 10 mg/kg body weight microplastics (MPs) or vehicle control by oral gavage daily for 9 weeks before euthanasia. (A and B) Serum cholesterol (A) and triglyceride (B) levels in male and female LDLR^−/−^ mice were measured (n = 6–13; two-sample, two-tailed Mann-Whitney *U* test). (C) Lipoprotein fractions (VLDL, LDL, and HDL) were isolated from serum, and the cholesterol levels of each fraction were measured (n = 5–10; two-sample, two-tailed Mann-Whitney *U* test). All data are presented as mean ± SEM. HDL, high-density lipoprotein; LDL, low-density lipoprotein; VLDL, very low-density lipoprotein.

**Fig. 3.**
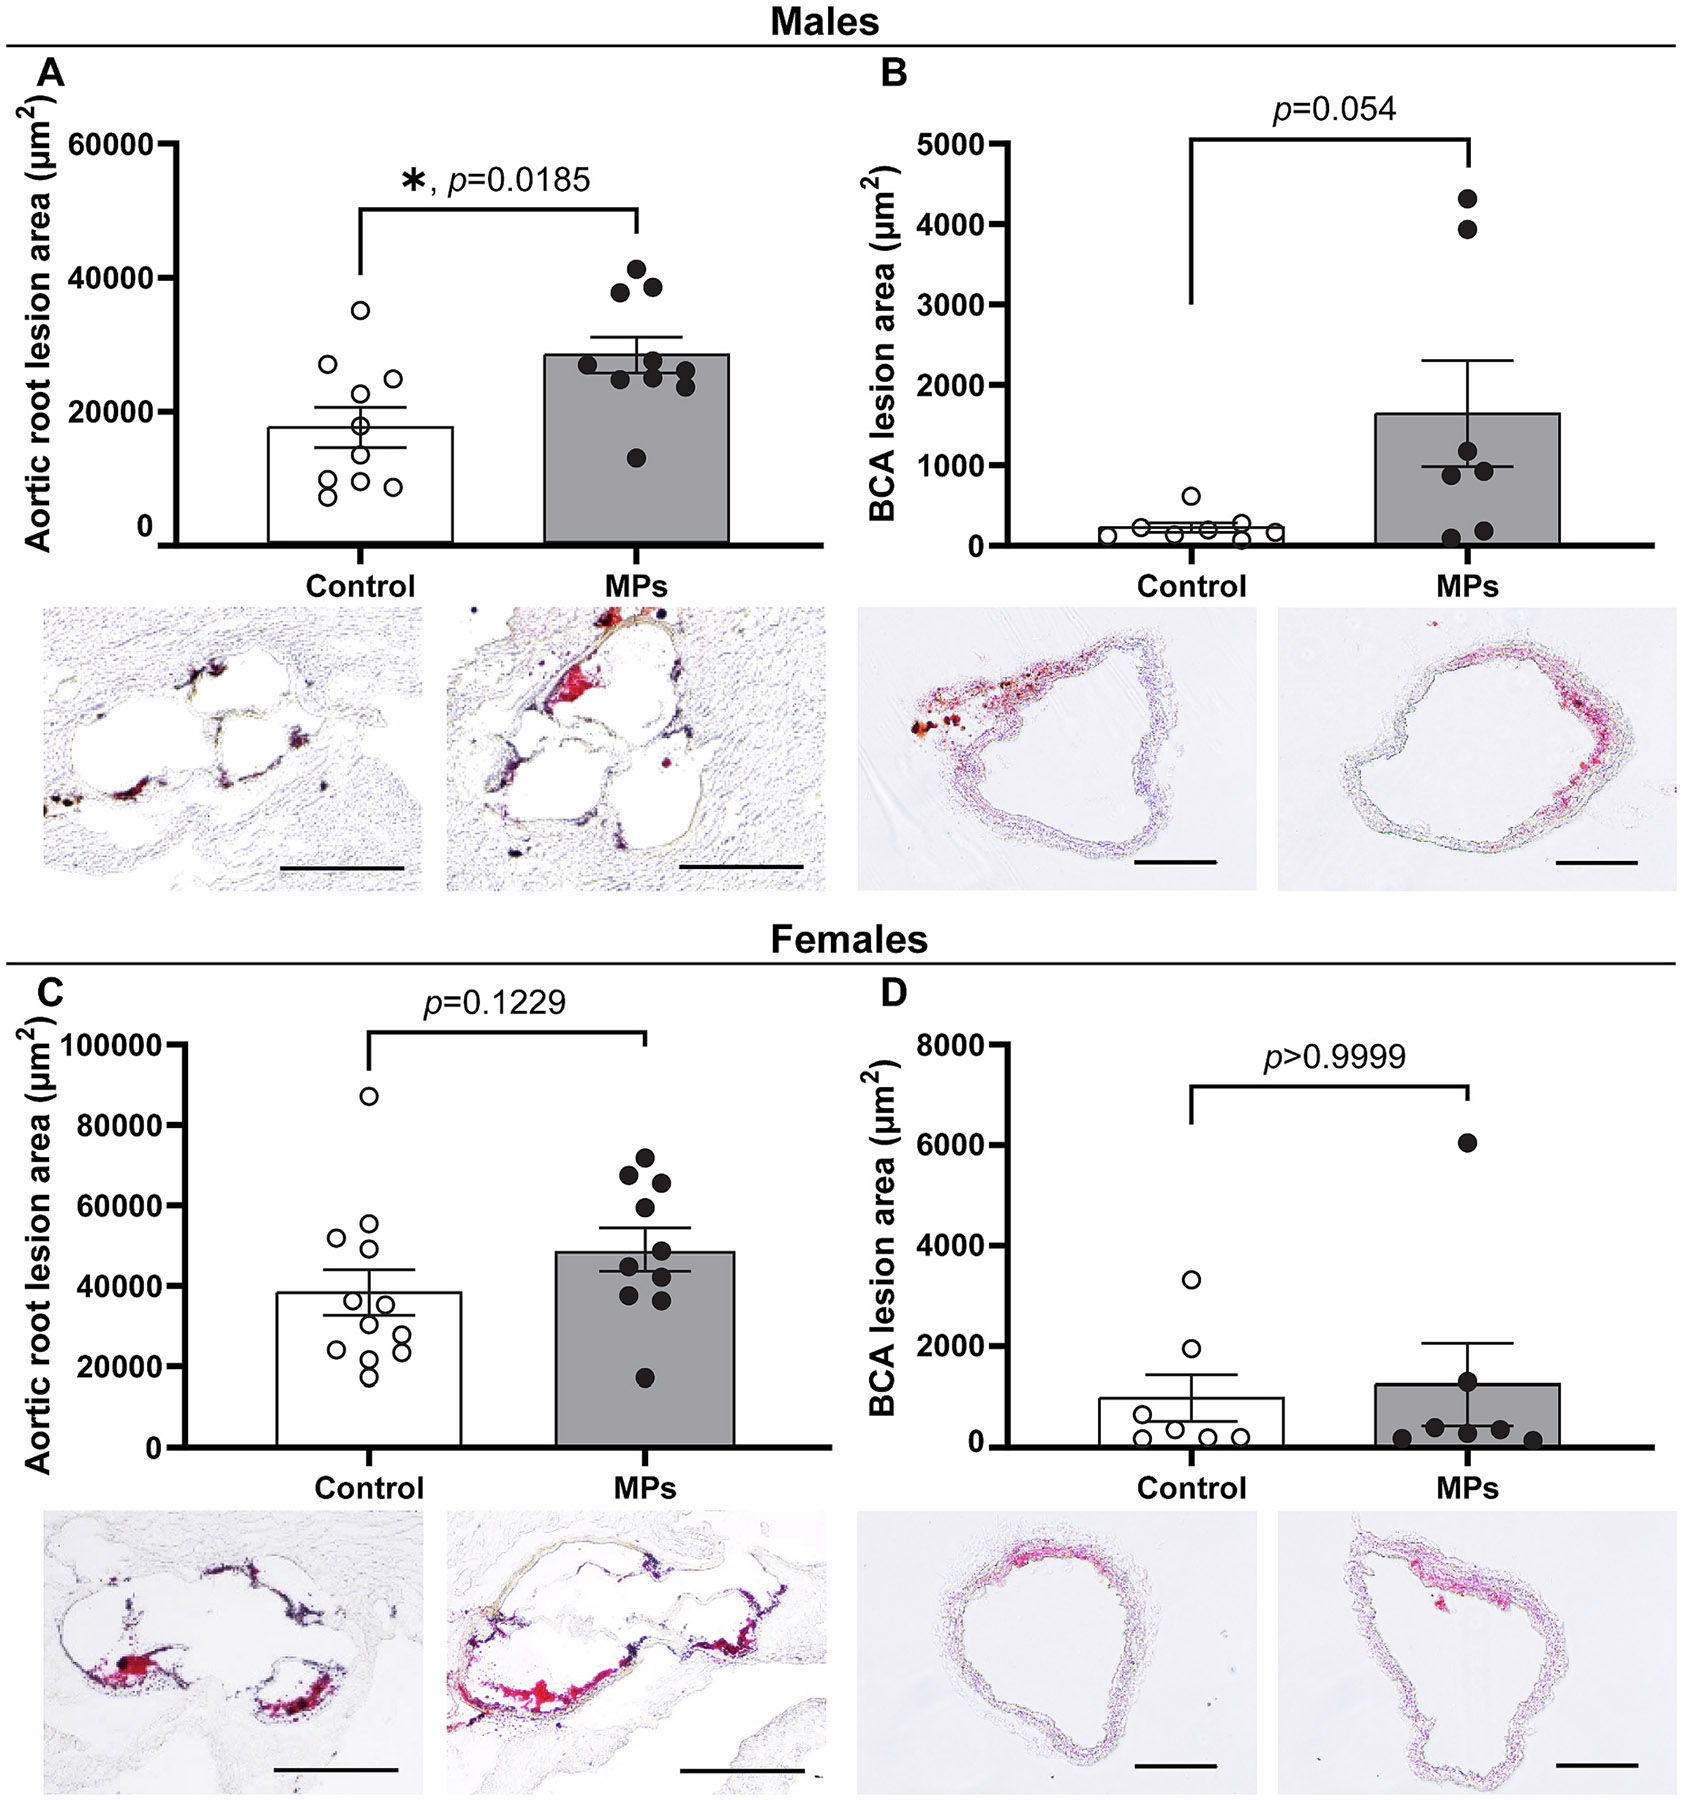
Exposure to microplastics leads to sex-specific atherosclerosis exacerbation in LDLR^−/−^ mice. Four-week-old male and female LDLR^−/−^ mice were fed a low-fat AIN76 diet and treated with 10 mg/kg body weight microplastics (MPs) or vehicle control by oral gavage daily for 9 weeks before euthanasia. Quantitative analysis of lesion area in the aortic root (A and C) and brachiocephalic artery (B and D) of male (A and B) and female (C and D) LDLR^−/−^ mice (n = 7–12; * *p* < 0.05; two sample, two-tailed Mann-Whitney *U* test). Representative Oil Red O–stained sections are shown below the quantification data (A and C, scale bar = 500 μm; B and D, scale bar = 200 μm). All data are presented as mean ± SEM. The mean values and precise *p* values are also provided in Supplemental Table 2.

**Fig. 4.**
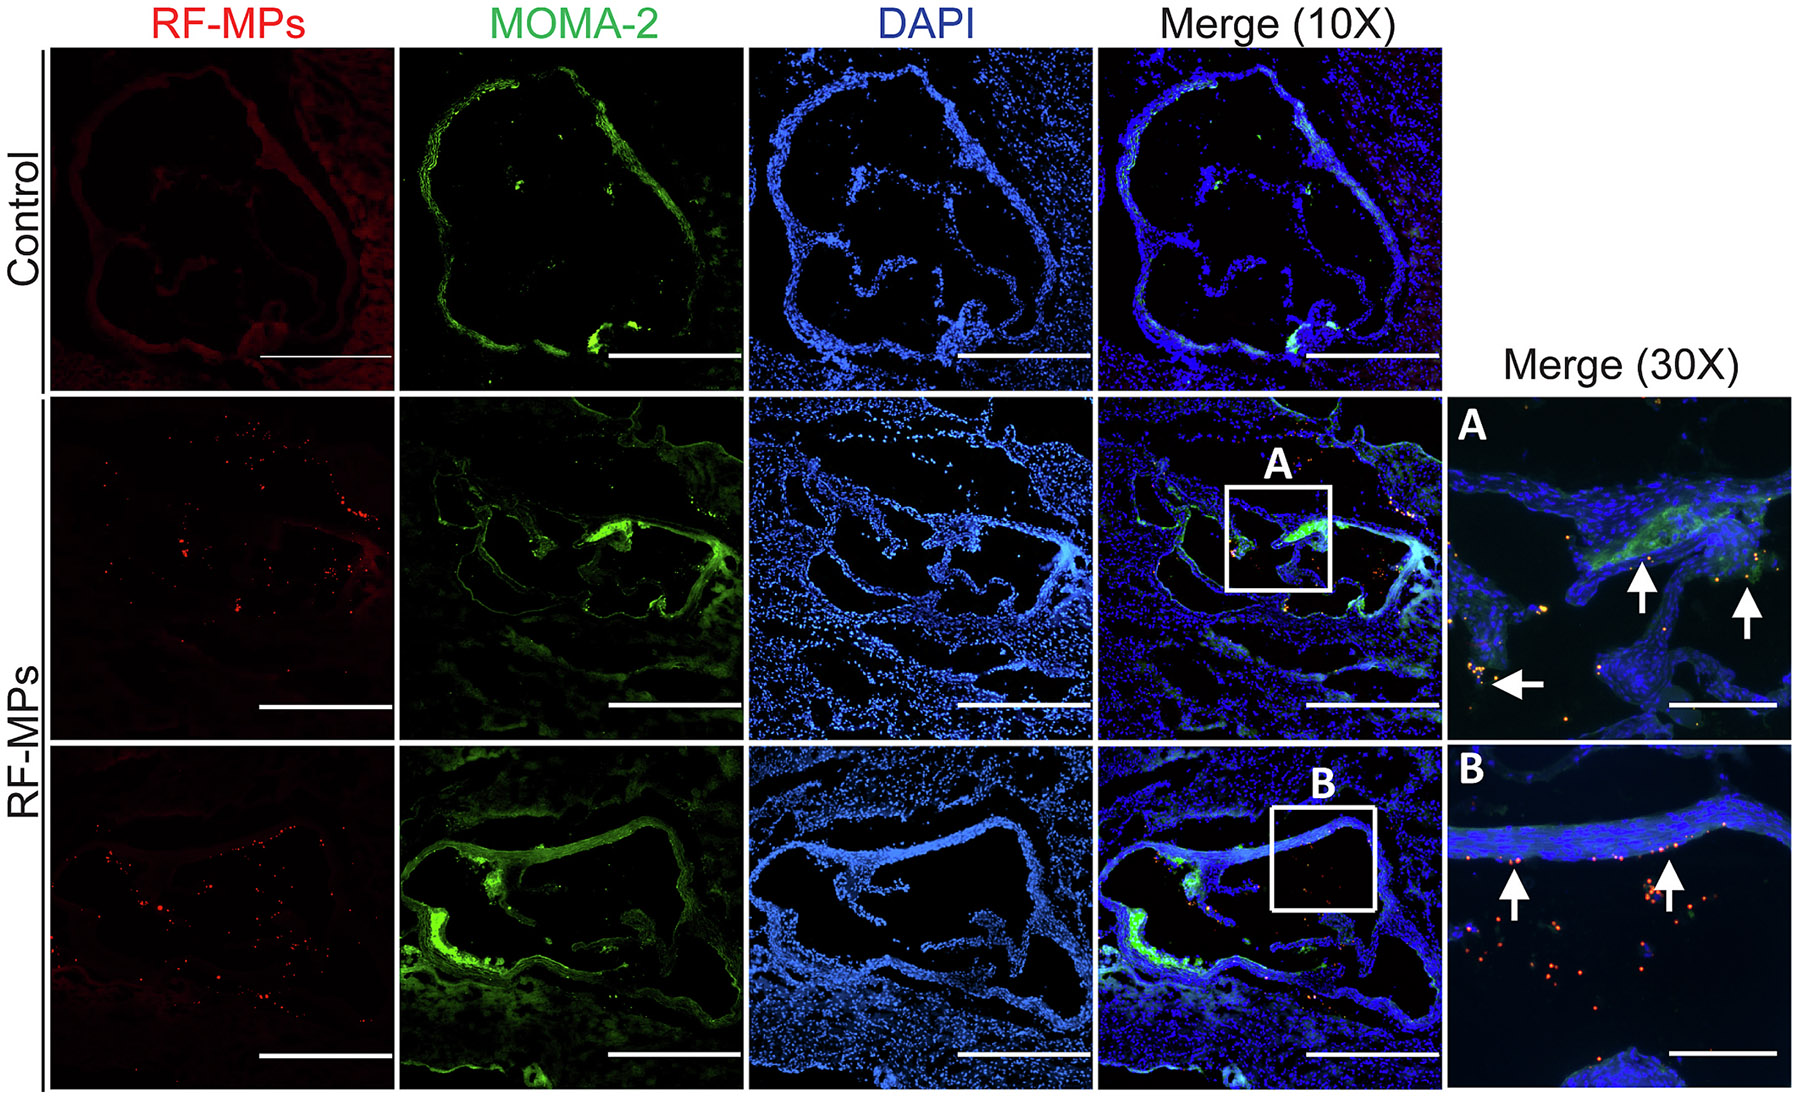
The distribution of red-fluorescent microplastics in the aortic root of LDLR^−/−^ mice. Four-week-old male LDLR^−/−^ mice were fed a low-fat AIN76 diet and treated with 10 mg/kg body weight red fluorescent MPs (RF-MPs) or vehicle control (Control) daily by oral gavage for 9 weeks before euthanasia. Representative images of immunofluorescence staining of macrophage marker MOMA-2 (green) and RF-MPs (red) in the aortic root of LDLR^−/−^ mice (scale bar = 500 μm for 10X image; 200 μm for 30X image). The nuclei were stained with DAPI (blue).

**Fig. 5.**
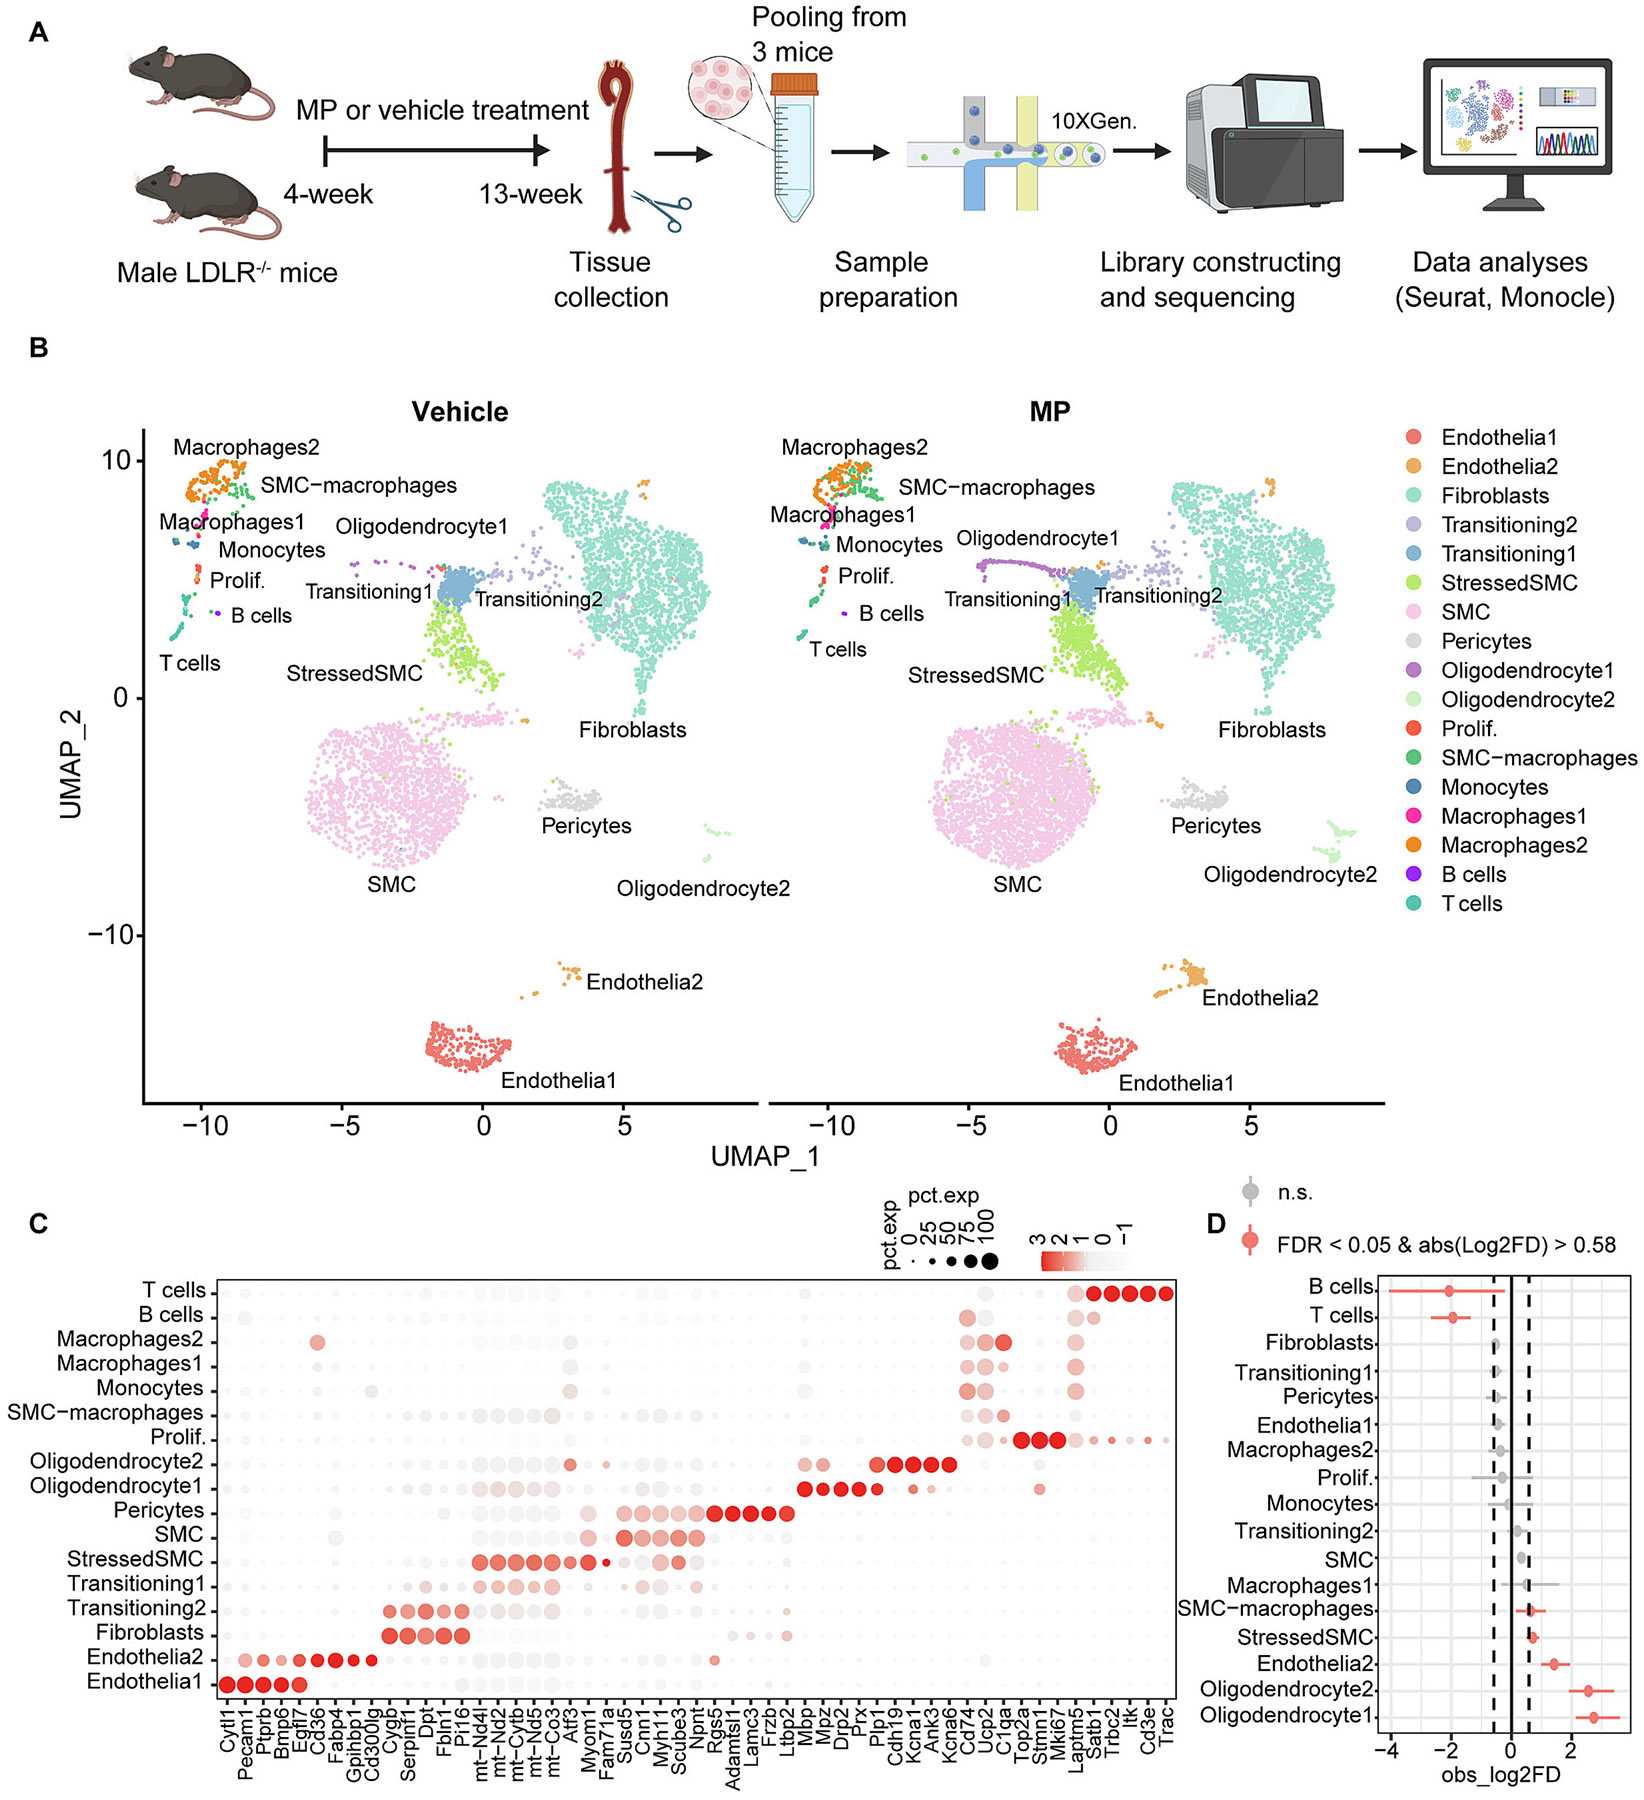
Single cell RNA sequencing analysis reveals the transcriptomic atlas in the aorta of LDLR^−/−^ mice in response to microplastic exposure. Four-week-old male LDLR^−/−^ mice were fed a low-fat AIN76 diet and treated with 10 mg/kg body weight microplastics (MPs) or vehicle control by oral gavage daily for 9 weeks before euthanasia. Single cell RNA sequencing (scRNA-seq) was performed to analyze the cellular heterogeneity in the aorta based on 10 × Genomics platform. (A) Schematic pipeline of scRNA-seq analysis in the aorta of male LDLR^−/−^ mice. (B) UMAP visualization of cell types present in the mouse aorta of MP-treated mice (MP) and control mice (Vehicle). All cell cluster identities are indicated in the figure. (C) Dot plot of the marker genes identified in each cell cluster. The size of each circle represents the fraction of cells in each cluster expressing at least one detected transcript of each gene. The color scale indicates the scaled average expression level. (D) Cell type proportion differences were assessed using scProportionTest for different cell types between control and MP-exposed samples. The x-axis denotes the fold difference in cell-type proportions (log2 scale). Points marked in red indicate clusters with significantly different proportions of cells between the two groups. Horizontal lines around the points indicate the confidence interval for the magnitude of difference for a specific cluster, calculated via bootstrapping.

**Fig. 6.**
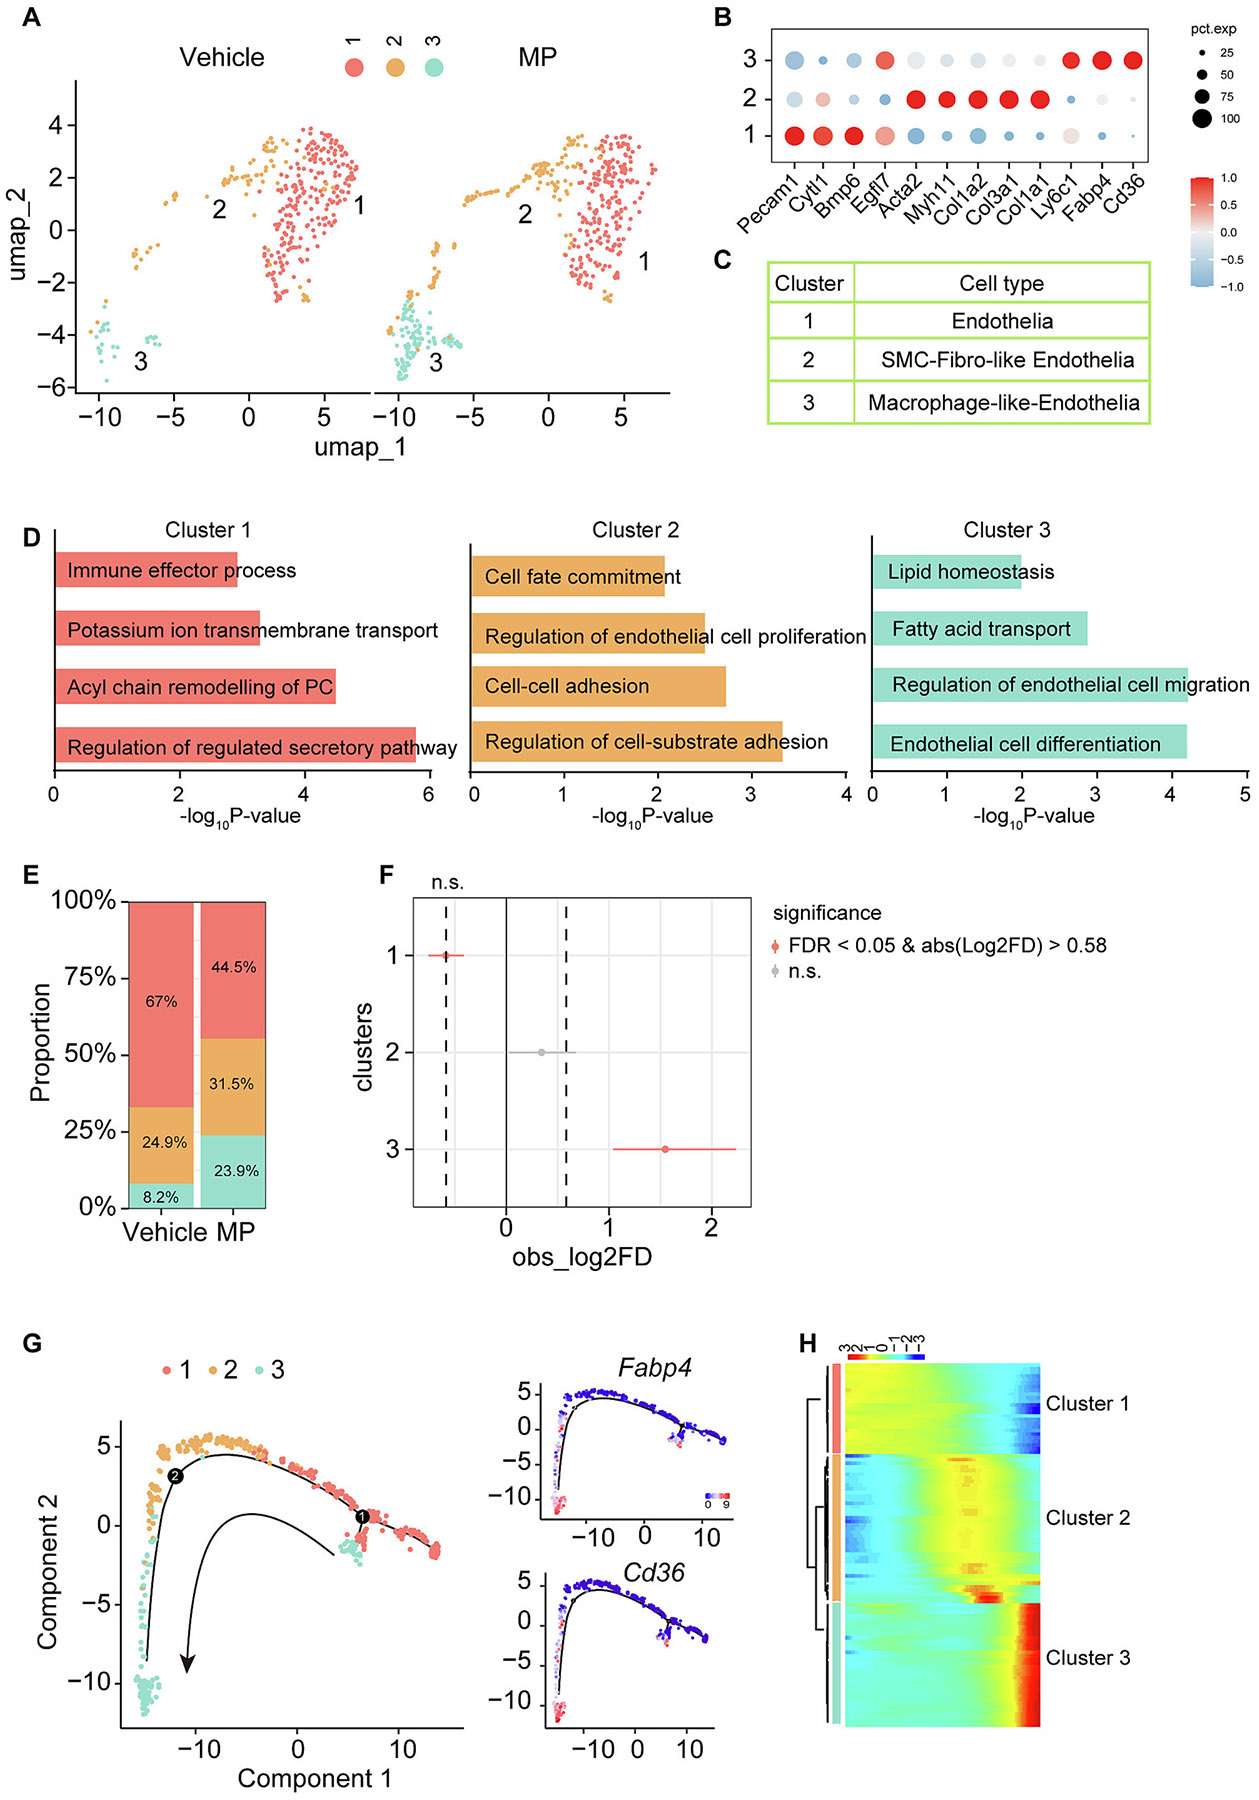
Exposure to microplastics affects different endothelial cell subclusters in the aorta of male LDLR^−/−^ mice. Four-week-old male LDLR^−/−^ mice were fed a low-fat AIN76 diet and treated with 10 mg/kg body weight microplastics (MPs) or vehicle control by oral gavage daily for 9 weeks before euthanasia. (A) UMAP visualization of aortic endothelia cells (ECs) from control and MP-exposed samples clustered into three distinct subclusters. (B) Dot plot of marker genes used to identify different aortic EC subclusters. (C) Cell types of different aortic EC subclusters. (D) Pathway analysis of Gene Ontology Biological Process (GOBP) terms for the highly expressed genes from each aortic EC subclusters. (E and F) Bar graph (E) and scProportionTest (F) analysis of cell type proportions for different aortic EC subclusters between control and MP-exposure samples. Statistical significance was defined as the FDR < 0.05 and fold change > 1.5. (G) Pseudotime analysis of the three aortic EC subclusters using Monocle 2. *Cd36* and *Fabp4* showed high expression levels in subcluster 3. (H) Pseudotime heatmap showing the top 100 differentially expressed genes across aortic EC subclusters along the pseudotime trajectory.

**Fig. 7.**
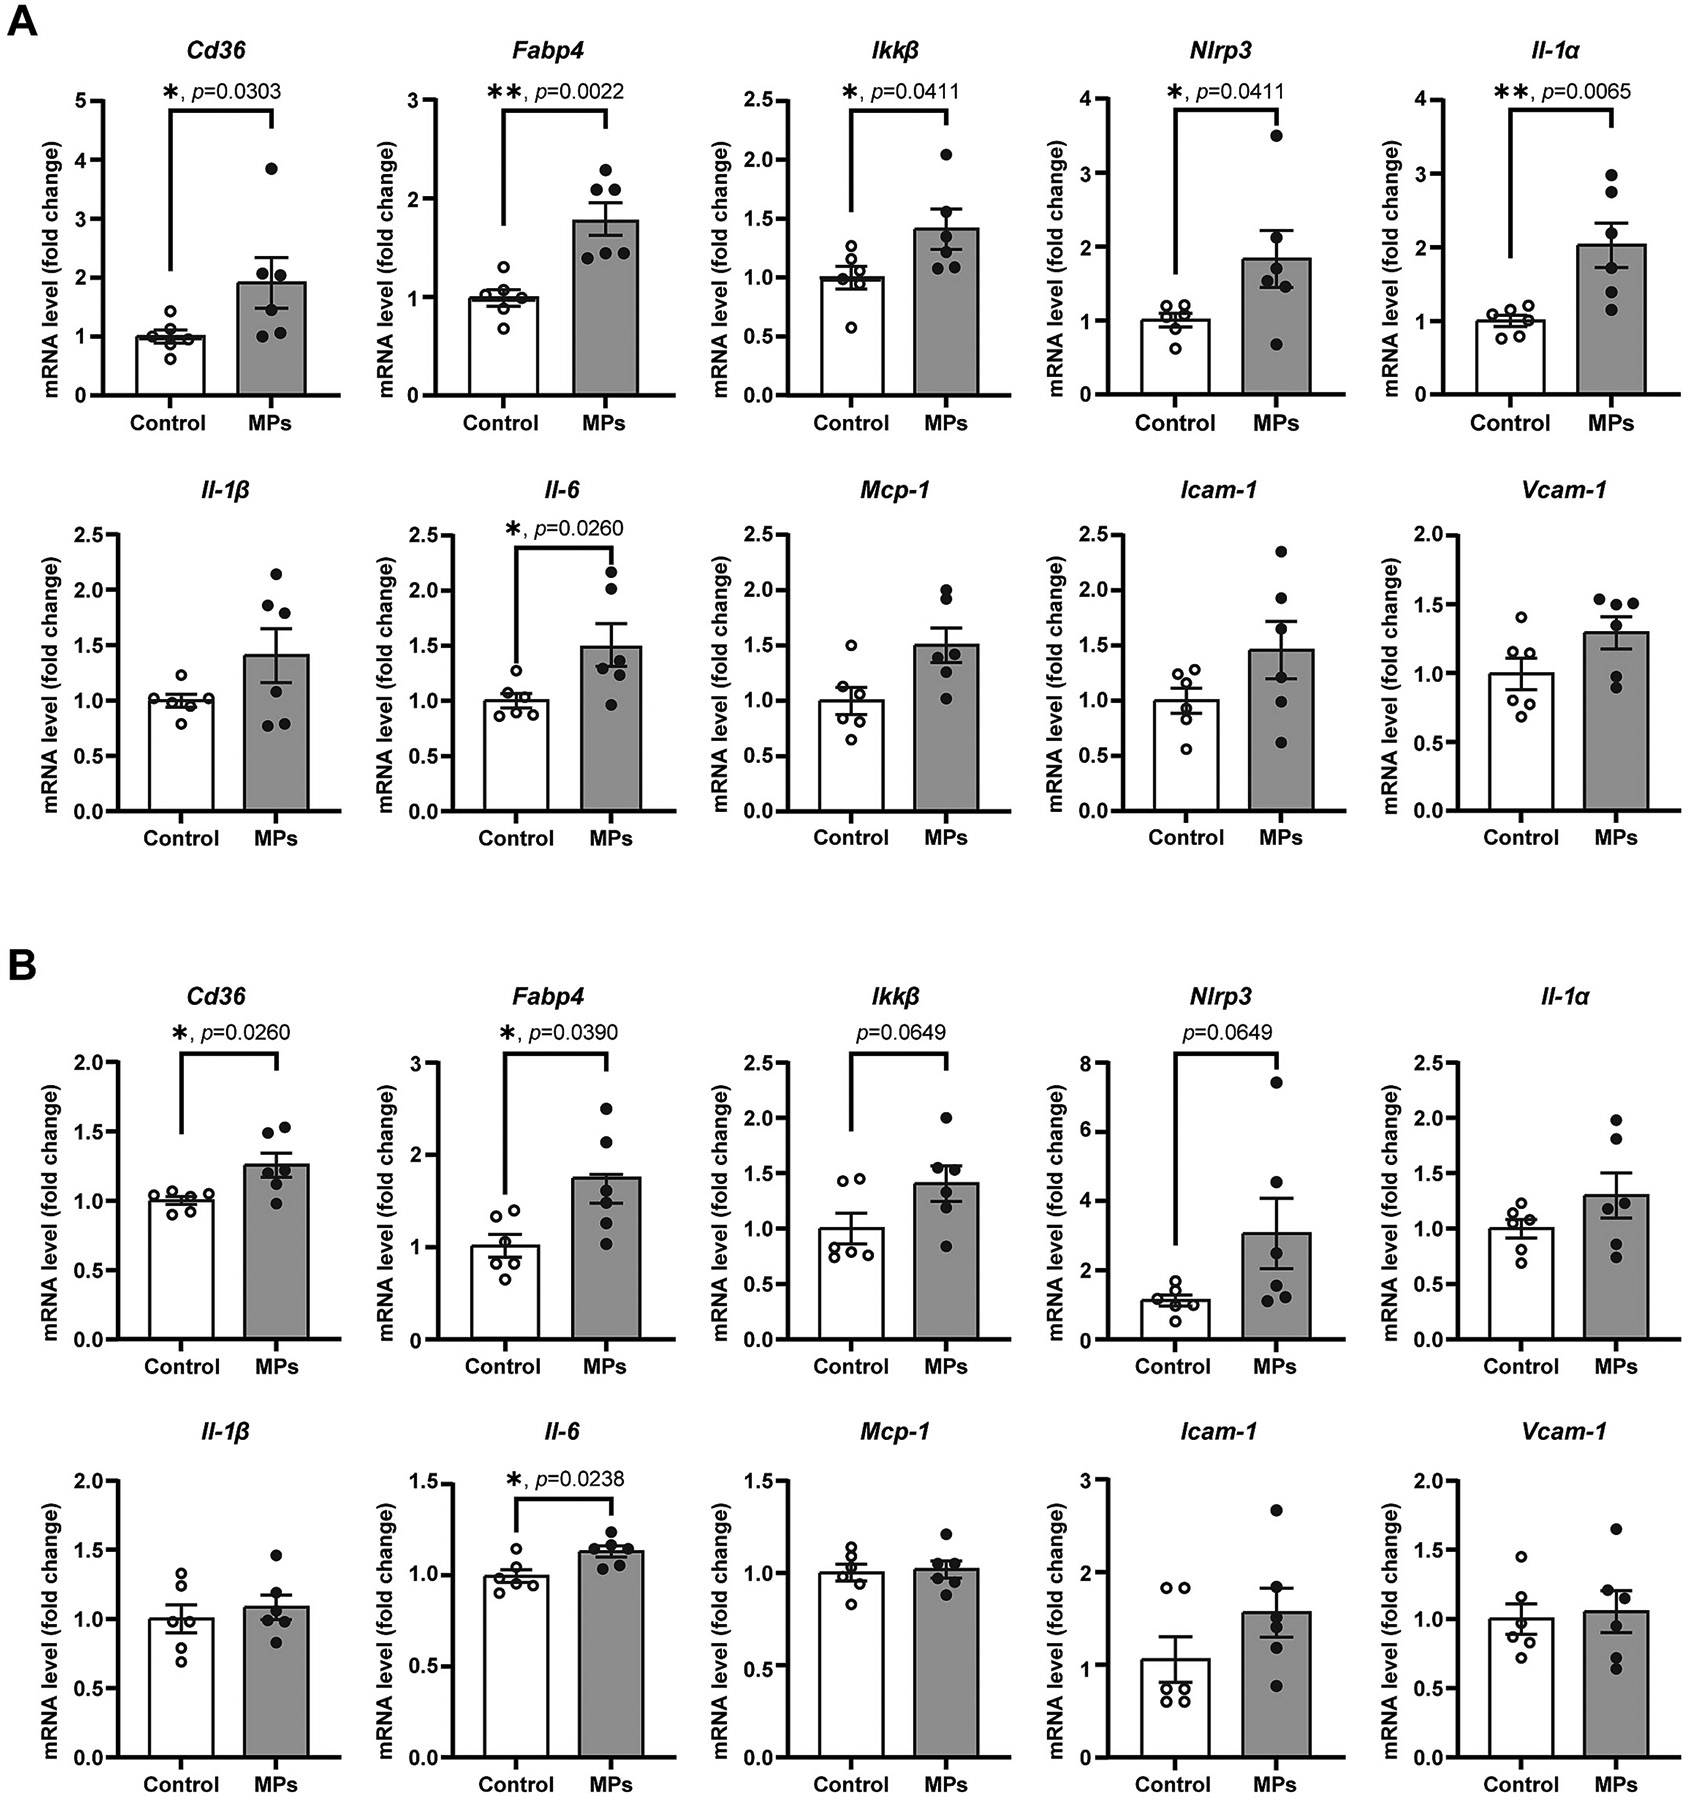
Microplastic exposure leads to dysregulated gene expression in murine primary endothelia cells and human endothelial cells in vitro. Murine primary endothelial cells (ECs) isolated from male LDLR^−/−^ mice and human HMEC-1 ECs were treated with vehicle control or 10 mg/L microplastics (MPs) for 24 h followed by total RNA extraction. The expression levels of indicated genes in ECs were analyzed by qPCR (n = 6; *, *p* < 0.05; **, *p* < 0.01; two sample, two-tailed Mann-Whitney *U* test). All Data are represented as mean ± SEM.

## Data Availability

Single cell RNA sequencing data have been deposited in the GEO database under accession code: GSE306246. Other Data will be made available on reasonable requests.

## Appendix A. Supplementary data

Supplementary data to this article can be found online at https://doi.org/10.1016/j.envint.2025.109938.

# Supplementary material for: Microplastic exposure elicits sex-specific atherosclerosis development in lean low-density lipoprotein receptor-deficient mice
**Source:** Environ Int. Author manuscript; Available in PMC 2026 Jul 1.
**Supplement:** 1

Supplementary Material for

Microplastic exposure elicits sex-specific atherosclerosis development in lean low-density lipoprotein receptor-deficient mice

Ting-An Lin,^{1, 2} Jianfei Pan,¹ Mya Nguyen,¹ Qianyi Ma,³ Liang Sun,³ Sijie Tang,¹ Matthew J. Campen,⁵ Hong Chen,⁴ and Changcheng Zhou^{1, 2, *}

Summary of supplementary material:

Supplemental Figure 1-2

Supplemental Tables 1-4

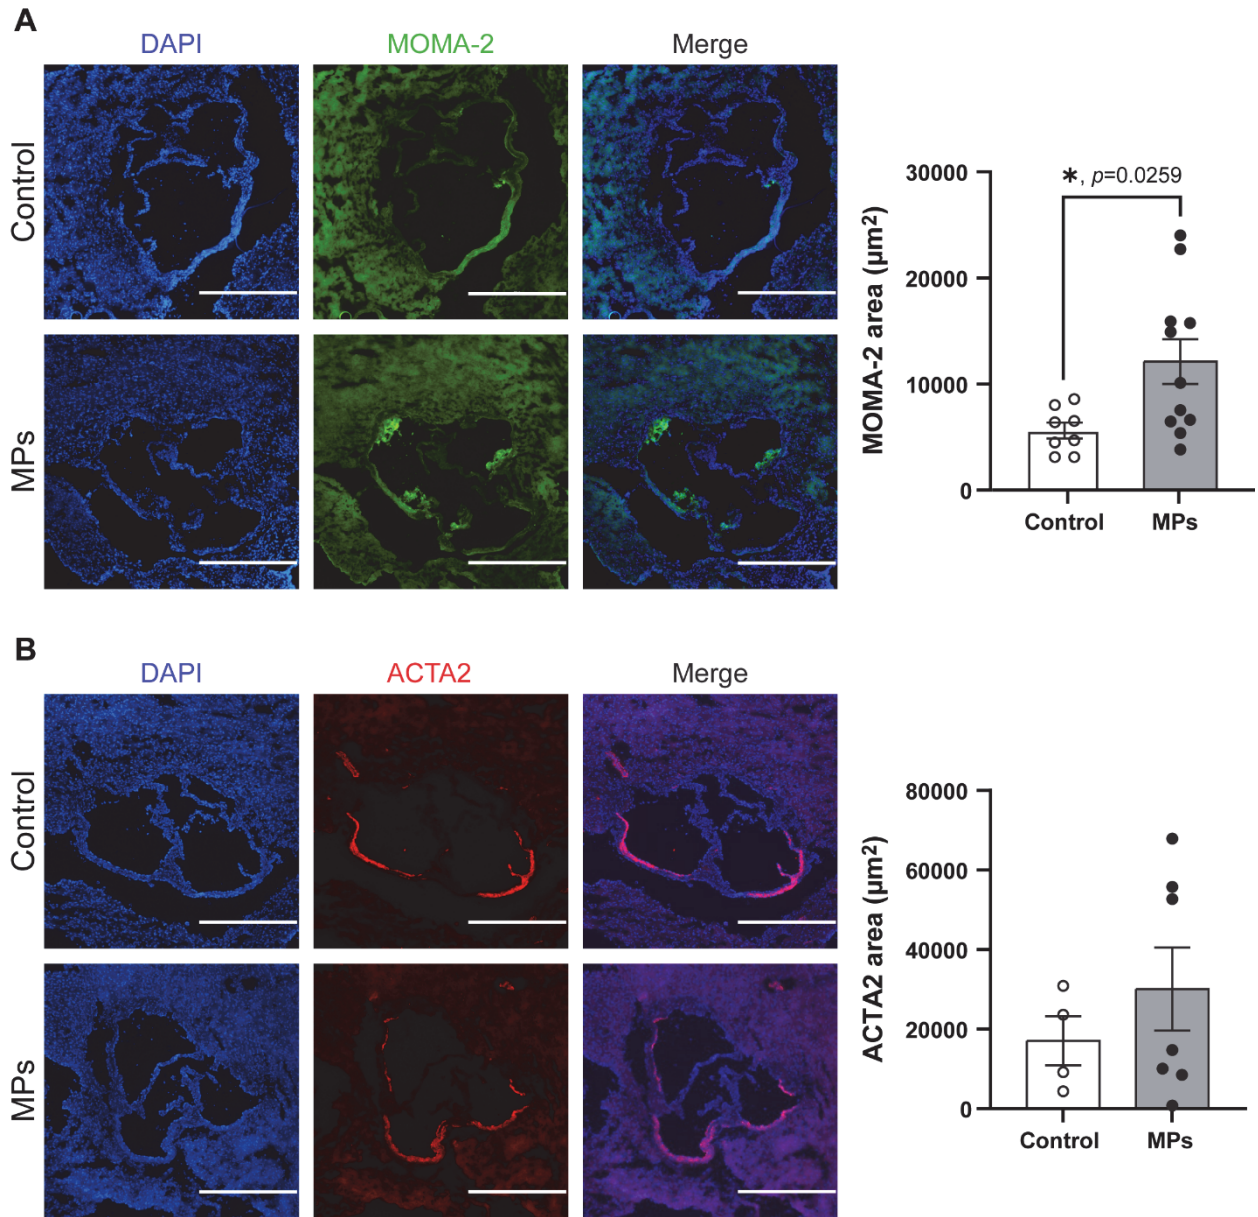

Supplemental Figure 1. Exposure to microplastics elicits macrophage accumulation in atherosclerotic plaques of LDLR^{-/-} mice.

Four-week-old male LDLR^{-/-} mice were fed a low-fat AIN76 diet and treated with 10 mg/kg body weight MPs or vehicle control daily by oral gavage daily for 9 weeks before euthanasia. Representative images of immunofluorescence staining of macrophage marker, MOMA-2 (A) and smooth muscle cell marker, ACTA2 (B) at the aortic root of male LDLR^{-/-} mice (scale bar = 500 μm). The nuclei were stained with DAPI (blue). Quantification analysis of staining areas is displayed as indicated ($n = 4-11$; * $p < 0.05$; two-sample, two-tailed Mann-Whitney test). All data are presented as mean $\pm$ SEM.

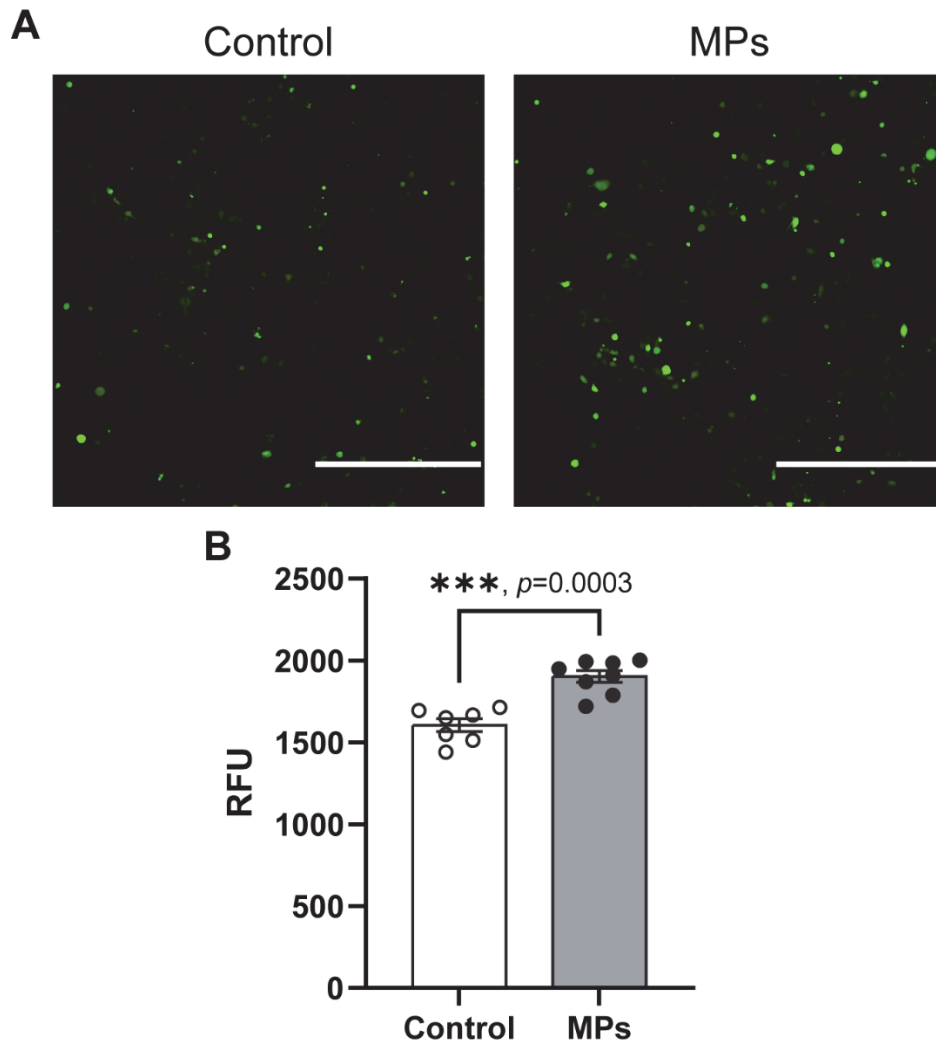

Supplemental Figure 2. Exposure to microplastics induces the production of reactive oxygen species in human endothelial cells in vitro.

(A) Human HMEC-1 endothelial cells were treated with vehicle control or 10 mg/L MPs for 24 hours followed by H₂DCFDA staining. (B) Quantification analysis of fluorescence (excitation = 495 nm; emission = 527 nm) is displayed as relative fluorescent unit, RFU ($n = 8$; *** $p < 0.001$; two-sample, two-tailed Mann-Whitney U test). All data are presented as mean $\pm$ SEM.

Supplemental Table 1. Primer sequences for QPCR.

Gene name	Sequence
Mouse <i>Gapdh</i>	F: AACTTTGGCATTGTGGAAGG
	R: GGATGCAGGGATGATGTTCT
Mouse <i>Cd36</i>	F: CAGTCGGAGACATGCT
	R: CTCGGGGTCCTGAGTT
Mouse <i>Fabp4</i>	F: ATGAAATCACCGCAGACGACAGGA
	R: TGTGGTCGACTTTCATCCCACTT
Mouse <i>Ikkβ</i>	F: GAGCTCAGCCCAAAGAACAG
	R: AGGTTCTGCATCCCCTCTGG
Mouse <i>Il-1α</i>	F: GCACCTTACACCTACCAGAGT
	R: TGCAGGTCATTTAACCAAGTGG
Mouse <i>Il-1β</i>	F: GCAACTGTTCTGAACTCAACT
	R: ATCTTTTGGGGTCCGTCAACT
Mouse <i>Il-6</i>	F: ACAAAGCCAGAGTCCTTCAGAGAG
	R: TTGGTCCTTAGCCACTCCTTC
Mouse <i>Mcp-1</i>	F: TTAAAAACCTGGATCGGAACCAA
	R: GCATTAGCTTCAGATTTACGGGT
Mouse <i>Icam-1</i>	F: GTGATCCCTGGGCCTGGTG
	R: GGAAACGAATACACGGTGATGG
Mouse <i>Vcam-1</i>	F: TACCAGCTCCCAAATCCTG
	R: TCTGCTAATTCCAGCCTCGT
Human <i>Gapdh</i>	F: GGCCTCCAAGGAGTAAGACC
	R: AGGGGAGATTTCAGTGTGGTG
Human <i>Cd36</i>	F: GCAAAATCCACAGGAAGTGATG
	R: GCTAGAAAACGAACTCTGTACGTATAAGG
Human <i>Fabp4</i>	F: ACTGGGCCAGGAATTTGACG
	R: CTCGTGGAAGTGACGCCTT
Human <i>Ikkβ</i>	F: ATCCCCGATAAGCCTGCCA
	R: CTTGGGCTCTTGAAGGATACAG
Human <i>Il-1α</i>	F: AGATGCCTGAGATACCCAAAACC
	R: CCAAGCACACCCAGTAGTCT
Human <i>Il-1β</i>	F: CGCCAATGACTCAGAGGAAGA
	R: AGGGCGTCATTCAGGATGAA
Human <i>Il-6</i>	F: GGTACATCCTCGACGGCATCT
	R: GTGCCTCTTTGCTGCTTTCAC
Human <i>Mcp-1</i>	F: GATGCAATCAATGCCCCAGTC
	R: TCCTTGGCCACAATGGTCTTG
Human <i>Icam-1</i>	F: ATGCCCAGACATCTGTGTCC
	R: GGGGTCTCTATGCCCAACAA
Human <i>Vcam-1</i>	F: TTTGACAGGCTGGAGATAGACT
	R: TCAATGTGTAATTTAGCTCGGCA

Supplemental Table 2. Quantification of atherosclerotic lesion sizes of LDLR^{-/-} mice.

Group			n	Lesion area (μm ²)	<i>p</i> -value
Males	Aortic root	Control	10	17,157 ± 2983	0.0185
		MPs	10	27,979 ± 2678	
	BCA	Control	8	226.8 ± 60.17	0.0541
		MPs	7	1,643 ± 658.9	
Females	Aortic root	Control	12	38,341 ± 5713	0.1229
		MPs	10	4,9096 ± 5385	
	BCA	Control	7	957.2 ± 456.8	>0.9999
		MPs	7	1,222 ± 813.6	

Supplemental Table 3. Highly expressed genes in three different aortic EC subclusters.

Gene	<i>p</i> -value	log2 FC	pct.1	pct.2	Adj_ <i>p</i> -value	Subcluster
<i>Klk10</i>	2.49E-60	2.724032	0.757	0.165	8.04E-56	1
<i>F2rl1</i>	7.27E-57	2.794929	0.647	0.086	2.35E-52	1
<i>Plek2</i>	8.16E-55	2.883439	0.584	0.058	2.64E-50	1
<i>Rhpn2</i>	1.91E-53	2.690825	0.634	0.11	6.19E-49	1
<i>Kcnn3</i>	2.27E-48	2.854145	0.515	0.042	7.34E-44	1
<i>Ocln</i>	4.26E-40	2.852135	0.467	0.055	1.38E-35	1
<i>Klk11</i>	4.82E-35	3.281635	0.411	0.042	1.56E-30	1
<i>Tnfrsf26</i>	3.79E-33	2.662938	0.434	0.063	1.23E-28	1
<i>Unc13d</i>	1.69E-32	2.834465	0.373	0.029	5.47E-28	1
<i>Elovl7</i>	6.82E-31	2.7891	0.411	0.065	2.21E-26	1
<i>Pla2g5</i>	2.18E-27	3.135782	0.328	0.029	7.07E-23	1
<i>Degs2</i>	6.21E-25	2.698205	0.328	0.039	2.01E-20	1
<i>Pdzklip1</i>	2.27E-24	2.953048	0.29	0.024	7.33E-20	1
<i>Lpcat2</i>	1.83E-19	2.853882	0.229	0.016	5.91E-15	1
<i>Adra2a</i>	1.64E-17	2.826551	0.279	0.055	5.32E-13	1
<i>Gdf7</i>	1.72E-16	2.952961	0.2	0.016	5.58E-12	1
<i>Pak4</i>	2.45E-16	2.832144	0.247	0.045	7.94E-12	1
<i>Kcnh1</i>	2.39E-15	2.829778	0.213	0.029	7.74E-11	1
<i>Rorc</i>	3.86E-15	2.690321	0.225	0.037	1.25E-10	1
<i>Nkx2-3</i>	4.63E-14	2.689159	0.184	0.021	1.5E-09	1
<i>Acpp</i>	9.55E-14	2.932178	0.187	0.024	3.09E-09	1
<i>Dkk2</i>	8.18E-12	4.058169	0.139	0.01	2.65E-07	1
<i>Coch</i>	2E-11	3.423119	0.157	0.021	6.47E-07	1
<i>Dcdc2a</i>	6.25E-11	3.531043	0.119	0.005	2.02E-06	1
<i>Ifi2712b</i>	1.04E-10	3.105028	0.139	0.016	3.35E-06	1
<i>Fzd9</i>	4.96E-09	3.167268	0.13	0.021	0.00016	1
<i>Nfe2</i>	1.83E-08	4.185404	0.092	0.005	0.000592	1
<i>Cdca7l</i>	2.04E-08	4.702718	0.092	0.005	0.000658	1
<i>Kcne3</i>	5.57E-08	2.957763	0.088	0.005	0.001802	1
<i>Klk13</i>	6.99E-08	3.108092	0.092	0.008	0.002261	1
<i>Etnk2</i>	1.35E-07	2.71821	0.106	0.016	0.004367	1
<i>Lrtm2</i>	2.9E-07	3.497946	0.085	0.008	0.009389	1
<i>H2-DMb1</i>	2.91E-07	2.92369	0.097	0.013	0.009412	1
<i>Kcnk10</i>	3.76E-07	4.156051	0.072	0.003	0.012145	1
<i>Hoxa10</i>	6.25E-07	4.253783	0.063	0	0.020213	1
<i>Cacna1a</i>	7.32E-07	2.931646	0.097	0.016	0.023674	1
<i>Frmd5</i>	5.42E-06	3.485958	0.076	0.01	0.175305	1
<i>Sdsl</i>	6.41E-06	3.209682	0.081	0.013	0.207209	1
<i>Pma8</i>	1.07E-05	3.777184	0.056	0.003	0.346779	1

<i>Raet1d</i>	2.33E-05	3.500729	0.058	0.005	0.754614	1
<i>Fam187b</i>	4.16E-05	2.772725	0.056	0.005	1	1
<i>Bcol</i>	9.67E-05	3.145851	0.052	0.005	1	1
<i>Abcc3</i>	0.000155	3.163612	0.049	0.005	1	1
<i>Vil1</i>	0.000242	3.543676	0.047	0.005	1	1
<i>Cfi</i>	0.000477	3.316424	0.031	0	1	1
<i>Klk7</i>	0.00192	3.105561	0.031	0.003	1	1
<i>E2f2</i>	0.002421	3.215333	0.036	0.005	1	1
<i>Pla2g4f</i>	0.002477	3.291043	0.036	0.005	1	1
<i>Rnf133</i>	0.00306	3.324647	0.029	0.003	1	1
<i>Fgr</i>	0.005048	2.839697	0.027	0.003	1	1
<i>Vtn</i>	3.55E-19	6.737952	0.155	0.007	1.15E-14	2
<i>Ebf2</i>	2.17E-17	5.710497	0.206	0.032	7.02E-13	2
<i>Ildr2</i>	2.79E-14	6.17347	0.134	0.012	9.02E-10	2
<i>Thbs4</i>	4.37E-12	9.286775	0.092	0.003	1.41E-07	2
<i>Cldn1</i>	2.55E-11	8.676136	0.092	0.005	8.23E-07	2
<i>Tenm2</i>	5.8E-11	7.160916	0.071	0	1.88E-06	2
<i>Clstn2</i>	5.87E-10	5.792527	0.092	0.008	1.9E-05	2
<i>H2-M9</i>	2.07E-09	5.709073	0.088	0.008	6.7E-05	2
<i>Sfrp5</i>	4.56E-09	8.06711	0.076	0.005	0.000148	2
<i>Apod</i>	8.72E-09	8.442288	0.202	0.073	0.000282	2
<i>Krt19</i>	2.46E-08	7.174487	0.059	0.002	0.000797	2
<i>Cdkn2b</i>	4.13E-08	5.90307	0.05	0	0.001336	2
<i>Lypd2</i>	4.13E-08	8.193395	0.05	0	0.001336	2
<i>Clic6</i>	4.13E-08	6.708601	0.05	0	0.001336	2
<i>Ngfr</i>	8.97E-08	5.731557	0.055	0.002	0.002902	2
<i>Mpzl2</i>	1.49E-07	6.559548	0.059	0.003	0.004819	2
<i>Cyp2s1</i>	1.53E-07	6.993653	0.046	0	0.004961	2
<i>Msln</i>	1.53E-07	8.4235	0.046	0	0.004961	2
<i>Elmod1</i>	3.39E-07	6.011175	0.05	0.002	0.010979	2
<i>Ctss</i>	7.49E-07	6.619494	0.059	0.005	0.024216	2
<i>Cdk15</i>	2.12E-06	5.659999	0.038	0	0.068624	2
<i>Lrrn4</i>	2.12E-06	8.094025	0.038	0	0.068624	2
<i>Il17re</i>	2.12E-06	5.770397	0.038	0	0.068624	2
<i>Wnt6</i>	2.95E-06	6.887753	0.059	0.007	0.095351	2
<i>Ccl11</i>	3.75E-06	5.757307	0.126	0.042	0.121185	2
<i>Myoc</i>	7.11E-06	8.149008	0.046	0.003	0.22983	2
<i>Pax1</i>	7.91E-06	6.531967	0.034	0	0.255982	2
<i>Wnt10a</i>	1.66E-05	5.718803	0.038	0.002	0.536657	2
<i>Il18r1</i>	2.96E-05	6.117791	0.029	0	0.958353	2
<i>Fcgr3</i>	2.96E-05	6.878706	0.029	0	0.958353	2

<i>Slc6a13</i>	2.96E-05	6.237991	0.029	0	0.958353	2
<i>Svopl</i>	6.1E-05	5.947596	0.034	0.002	1	2
<i>Plet1</i>	6.1E-05	5.859528	0.034	0.002	1	2
<i>Tmem273</i>	8.75E-05	6.020397	0.038	0.003	1	2
<i>Upk3b</i>	0.000112	10.1514	0.025	0	1	2
<i>Muc16</i>	0.000112	6.01898	0.025	0	1	2
<i>Kcnj13</i>	0.000224	5.792807	0.029	0.002	1	2
<i>Htr7</i>	0.000224	5.69004	0.029	0.002	1	2
<i>Col6a5</i>	0.000226	6.679424	0.029	0.002	1	2
<i>Vmn1r160</i>	0.000423	6.307396	0.021	0	1	2
<i>Fxyd3</i>	0.000423	5.864665	0.021	0	1	2
<i>Chst4</i>	0.000423	6.590894	0.021	0	1	2
<i>Galr1</i>	0.000423	6.113234	0.021	0	1	2
<i>Grm3</i>	0.000824	6.501193	0.025	0.002	1	2
<i>Lrp2</i>	0.001629	5.932433	0.017	0	1	2
<i>Upk1b</i>	0.003027	7.136718	0.021	0.002	1	2
<i>Hcn4</i>	0.004984	5.95074	0.042	0.012	1	2
<i>Btbd35f18</i>	0.006401	5.803245	0.013	0	1	2
<i>Btbd35f28</i>	0.006401	6.217731	0.013	0	1	2
<i>Btbd35f25</i>	0.006401	5.784881	0.013	0	1	2
<i>Cd300lg</i>	2.3E-128	6.375101	0.882	0.041	7.4E-124	3
<i>Gpihbp1</i>	6.6E-128	6.293514	0.903	0.048	2.1E-123	3
<i>Pde2a</i>	1.8E-119	5.832061	0.91	0.075	5.7E-115	3
<i>Cd36</i>	4.8E-110	5.518469	0.951	0.13	1.6E-105	3
<i>Aqp7</i>	1.5E-108	6.756056	0.75	0.029	4.9E-104	3
<i>Kdr</i>	3.8E-101	5.331241	0.889	0.111	1.24E-96	3
<i>Ablim3</i>	4E-101	5.25076	0.785	0.054	1.3E-96	3
<i>Robo4</i>	2.5E-100	5.023118	0.882	0.111	8.09E-96	3
<i>Ccdc85a</i>	7.2E-99	5.733669	0.743	0.042	2.33E-94	3
<i>Car4</i>	1.45E-92	6.054053	0.667	0.028	4.69E-88	3
<i>Arhgap27</i>	8.24E-92	5.048769	0.806	0.088	2.66E-87	3
<i>Tcf15</i>	8.52E-92	6.006525	0.667	0.029	2.76E-87	3
<i>Btnl9</i>	3.74E-91	6.374118	0.625	0.018	1.21E-86	3
<i>Rgcc</i>	1.16E-90	5.75034	0.806	0.094	3.76E-86	3
<i>Rbp7</i>	6.71E-83	7.28084	0.549	0.01	2.17E-78	3
<i>Depp1</i>	1.21E-82	6.112876	0.66	0.044	3.92E-78	3
<i>Fscn1</i>	3.52E-82	5.235367	0.618	0.029	1.14E-77	3
<i>Kcna5</i>	8.07E-80	5.28811	0.611	0.031	2.61E-75	3
<i>Slc28a2</i>	9.57E-68	5.560813	0.5	0.019	3.09E-63	3
<i>Csf2rb</i>	1.44E-65	5.620867	0.458	0.012	4.67E-61	3
<i>Cdh23</i>	2.28E-56	5.621654	0.417	0.015	7.36E-52	3

<i>Rsad2</i>	3.02E-48	5.482516	0.424	0.031	9.76E-44	3
<i>Gpr160</i>	2.77E-45	5.031784	0.333	0.01	8.95E-41	3
<i>Slc26a10</i>	1.22E-44	6.843598	0.299	0.004	3.96E-40	3
<i>Slc1a1</i>	4.34E-39	8.028206	0.264	0.004	1.4E-34	3
<i>Lhx6</i>	2.78E-36	5.155209	0.257	0.006	8.98E-32	3
<i>Pcdh17</i>	1.69E-33	6.959213	0.222	0.003	5.48E-29	3
<i>Fabp9</i>	5E-32	6.162813	0.278	0.018	1.62E-27	3
<i>Nepn</i>	7.7E-26	6.784849	0.167	0.001	2.49E-21	3
<i>Lrrc36</i>	2.08E-21	5.278597	0.174	0.009	6.71E-17	3
<i>Slc22a23</i>	3.82E-16	5.088961	0.139	0.009	1.24E-11	3
<i>Srarp</i>	2.6E-15	6.946114	0.09	0	8.4E-11	3
<i>Nr5a2</i>	3.11E-14	6.305589	0.083	0	1E-09	3
<i>Stc1</i>	5.01E-14	6.539539	0.153	0.018	1.62E-09	3
<i>Krt222</i>	3.7E-13	6.482871	0.076	0	1.2E-08	3
<i>Hrh2</i>	3.7E-13	6.291247	0.076	0	1.2E-08	3
<i>Ackr1</i>	8.27E-11	5.083004	0.09	0.006	2.67E-06	3
<i>Mmrn1</i>	1.01E-09	8.101776	0.076	0.004	3.26E-05	3
<i>Htr2b</i>	7.39E-09	5.648363	0.049	0	0.000239	3
<i>Ifi208</i>	7.39E-09	5.335251	0.049	0	0.000239	3
<i>Duox2</i>	1.27E-08	6.213614	0.056	0.001	0.000412	3
<i>Sez6l2</i>	1.38E-08	5.022891	0.062	0.003	0.000446	3
<i>Lzts1</i>	1.43E-07	5.79953	0.056	0.003	0.004636	3
<i>Nts</i>	1.05E-06	5.388999	0.056	0.004	0.034006	3
<i>Scgb3a1</i>	1.06E-06	5.87334	0.035	0	0.034276	3
<i>Glp1r</i>	1.06E-06	5.693281	0.035	0	0.034276	3
<i>Lipg</i>	1.55E-06	5.852723	0.049	0.003	0.05028	3
<i>Reln</i>	1.02E-05	5.129832	0.049	0.004	0.329253	3
<i>Cym</i>	1.29E-05	5.735985	0.028	0	0.416789	3
<i>Dtx1</i>	0.000335	5.151116	0.069	0.018	1	3

**Supplemental Table 4. Top DEGs of aortic EC subclusters
in pseudotime heatmap.**

Gene	Subcluster	p-value	q-value	Gene	Subcluster	p-value	q-value
<i>Pecam1</i>	1	3.14E-226	2.48E-223	<i>Myh11</i>	2	0	0
<i>Ehd4</i>	1	5.13E-162	2.27E-159	<i>Acta2</i>	2	0	0
<i>Fam3c</i>	1	5.17E-160	2.26E-157	<i>mt-Co2</i>	2	4.89E-136	1.65E-133
<i>Apoe</i>	1	1.59E-158	6.76E-156	<i>mt-Atp6</i>	2	1.18E-143	4.33E-141
<i>Heg1</i>	1	2.24E-172	1.10E-169	<i>mt-Co3</i>	2	2.04E-151	8.15E-149
<i>Tm4sf1</i>	1	2.85E-180	1.59E-177	<i>Smoc2</i>	2	3.29E-150	1.28E-147
<i>Ltbp4</i>	1	2.34E-156	9.82E-154	<i>Rarres2</i>	2	1.54E-159	6.62E-157
<i>Cd24a</i>	1	2.66E-178	1.46E-175	<i>Igfbp6</i>	2	0	0
<i>Gja5</i>	1	2.30E-145	8.63E-143	<i>Igfbp7</i>	2	3.48E-321	5.37E-318
<i>Tmem158</i>	1	4.07E-134	1.33E-131	<i>Rgs5</i>	2	0	0
<i>Bmp4</i>	1	2.02E-176	1.09E-173	<i>Sparcl1</i>	2	6.88E-247	6.36E-244
<i>Cgnl1</i>	1	5.48E-140	1.93E-137	<i>Gpx3</i>	2	6.55E-188	3.85E-185
<i>Cfh</i>	1	4.08E-175	2.13E-172	<i>Gpc3</i>	2	6.44E-145	2.39E-142
<i>Eln</i>	1	2.48E-198	1.51E-195	<i>Apod</i>	2	0	0
<i>Klk10</i>	1	9.73E-247	8.74E-244	<i>Thbs4</i>	2	1.64E-150	6.46E-148
<i>Sfrp1</i>	1	0.00E+00	6.87E-306	<i>Sfrp5</i>	2	4.81E-201	3.05E-198
<i>Vcam1</i>	1	8.50E-163	3.87E-160	<i>Aqp1</i>	3	3.06E-239	2.60E-236
<i>Atp2a3</i>	1	1.54E-134	5.09E-132	<i>Slfn5</i>	3	6.39E-155	2.62E-152
<i>Krt80</i>	1	1.19E-314	1.68E-311	<i>Adgrf5</i>	3	6.75E-229	5.60E-226
<i>Ace</i>	1	1.22E-223	9.40E-221	<i>Pde2a</i>	3	0	0
<i>Ptprj</i>	1	1.60E-204	1.06E-201	<i>Robo4</i>	3	2.03E-162	9.14E-160
<i>Ctsh</i>	1	1.58E-173	7.99E-171	<i>Scarb1</i>	3	2.43E-284	2.54E-281
<i>Cytl1</i>	1	0	0	<i>Rbp7</i>	3	2.10E-209	1.42E-206
<i>Thbs1</i>	1	2.23E-181	1.26E-178	<i>Depp1</i>	3	4.34E-223	3.26E-220
<i>Clu</i>	1	0	0	<i>Btnl9</i>	3	1.18E-192	7.04E-190
<i>Igfbp5</i>	2	4.54E-308	5.87E-305	<i>Cdkn1a</i>	3	1.02E-134	3.39E-132
<i>C3</i>	2	4.66E-170	2.25E-167	<i>Sgk1</i>	3	3.67E-173	1.83E-170
<i>Ccn2</i>	2	2.41E-226	1.95E-223	<i>Adgrl4</i>	3	2.88E-318	4.24E-315
<i>Flna</i>	2	9.73E-156	4.04E-153	<i>Ftl1</i>	3	7.08E-287	7.63E-284
<i>Ogn</i>	2	6.01E-165	2.86E-162	<i>Fabp4</i>	3	0	0
<i>Lmod1</i>	2	1.46E-140	5.21E-138	<i>Cd36</i>	3	0	0
<i>Cnn1</i>	2	6.30E-163	2.91E-160	<i>Ucp2</i>	3	1.02E-164	4.77E-162
<i>Col6a2</i>	2	6.87E-174	3.53E-171	<i>Xdh</i>	3	1.02E-293	1.14E-290
<i>Hspb7</i>	2	3.16E-141	1.14E-138	<i>Col4a2</i>	3	6.06E-134	1.96E-131
<i>Lrp1</i>	2	1.51E-147	5.73E-145	<i>Lpl</i>	3	0	0
<i>Dcn</i>	2	0	0	<i>Timp4</i>	3	4.95E-302	5.93E-299
<i>Gsn</i>	2	0	0	<i>Ablim3</i>	3	7.56E-240	6.61E-237
<i>Col1a2</i>	2	1.12E-212	7.69E-210	<i>Itga6</i>	3	4.20E-150	1.62E-147

<i>Mylk</i>	2	9.53E-140	3.28E-137	<i>Cd300lg</i>	3	0	0
<i>Postn</i>	2	4.54E-220	3.34E-217	<i>Gpihbp1</i>	3	0	0
<i>Col6a1</i>	2	5.64E-140	1.96E-137	<i>Car4</i>	3	0	0
<i>Tgfb1</i>	2	9.72E-154	3.93E-151	<i>Ccdc85a</i>	3	2.56E-175	1.36E-172
<i>Col3a1</i>	2	0	0	<i>Rgcc</i>	3	0	0
<i>Colla1</i>	2	0	0	<i>Pcdh1</i>	3	3.01E-138	1.02E-135
<i>Ccn3</i>	2	7.79E-213	5.48E-210	<i>Kdr</i>	3	3.92E-266	3.84E-263
<i>Myl9</i>	2	1.84E-303	2.28E-300	<i>Clqtnf9</i>	3	1.21E-184	6.98E-182
<i>Plin4</i>	2	7.17E-143	2.61E-140	<i>Mgll</i>	3	8.88E-268	8.97E-265
<i>Tagln</i>	2	1.37E-296	1.58E-293	<i>Tcim</i>	3	3.61E-201	2.34E-198
<i>Itga8</i>	2	3.08E-215	2.22E-212	<i>Aqp7</i>	3	0	0
<i>Tpm2</i>	2	3.73E-256	3.55E-253	<i>Mcf2l</i>	3	1.06E-200	6.59E-198

How the deposited data were processed for this re-analysis (not part of the article)

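Single-cell RNA profiles of the aortas of male LDLR-/- mice exposed to vehicle or to MPs at 10 mg/kg for 9 weeks from 4 weeks of age were compared. Cells of 3 aortas were pooled per condition, giving 1 control and 1 MP library. The treatment field of the labels gives the same MP dose for both samples, so the condition was taken from the sample titles and the paper, and a swap would reverse every direction. With this assignment, log2 ratios of share were −2.14 for T cells, −2.31 for B cells and 1.59 for the capillary-led EC cluster, against about −1.9, −2.1 and 1.4 (Endothelia2) in Fig. 5D read by eye, so the assignment is the paper's own. The paper states that a probe-based kit was used and that reads were mapped with Cell Ranger to the mm10 mouse reference, and the submitters' processing notes name Cell Ranger, Seurat and mm10. The authors deposited raw UMI counts per gene and cell barcode. The values are whole numbers, and barcodes above the paper's limits on genes and on mitochondrial counts remain in them, so the later filters of the paper are not part of these counts. Both libraries hold 19059 genes, 13 of them mitochondrially encoded and 0 of them ribosomal protein genes, so the filter on ribosomal counts removed no cell.

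The control library holds 142364004 UMIs in 5139 barcodes and the MP library 156560969 UMIs in 6949 barcodes. The lowest total of a barcode was 560 UMIs in the control and 942 in the MP library. At this depth the counting error of a sum of 100 or more UMIs is a small part of its value, while that of a few UMIs is not. Counting error leaves out UMIs clumped in few cells, and 1 cell held 3755 of the 11446 *Fabp4* UMIs of control EC-like cells. Among retained cells, 15.6% of control and 18.8% of MP cells held under 5000 UMIs.

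Cells with 200 to 8000 genes and under 20% mitochondrial, 20% ribosomal and 1.5% hemoglobin counts were kept, as in the paper. Doublets were scored per library by the Scrublet method, and the top-scored barcodes were removed at 0.8% per 1000 barcodes, 201 in the control and 372 in the MP library. Genes in at least 3 retained cells, 16985 in all, were used for clustering. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes without *Cd36* and *Fabp4* were taken, and 30 principal components and 20 neighbours gave clusters by the Leiden method at resolution 1.0. A cluster was named when at least 3 markers of a cell type, and at least 50% of those measured, were raised at least 2-fold over the median of all clusters and found in at least 25% of its cells. Of several such types, the one with the highest mean log2 level over that median was taken, and shallow clusters with no marker of the type among their 10 leading genes stayed unnamed. EC-like cells were clustered again with 15 components, 15 neighbours and resolution 0.5, and named by the same rule with the lower quartile of the subclusters in place of the median. This naming rule was set after the clusters had been seen. A first form, 2-fold over all other cells, left SMC clusters without a name, and a second, by the share of markers raised, placed the pericyte-like cluster with SMCs and the dendritic-like cluster with macrophages and left the myelinating Schwann-like cluster unnamed. With the median, several subclusters later named arterial-like had no name. SMC-like and fibroblast-like cells were compared cluster by cluster, because clusters of both have more markers of another type than of their own among their 10 leading genes. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9 were used.

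Shares of cells were given exact binomial (Clopper-Pearson) 95% intervals, summed UMIs per 1000000 (CPM) exact Poisson 95% intervals, and ratios of sums exact conditional 95% intervals. No test between conditions was made, because cells of 1 pool are not replicates. Gene lists were summarised by the median log2 ratio of their members with at least 10 UMIs, with 1 count added to each sum, and placed among 10000 random lists of matched expression. This percentile describes these libraries only. The steps were tested on simulated sums with Poisson error, the error the intervals assume. There 95.8% of intervals held the true ratio, and 94.5% of 200 changed genes and 4.25% of unchanged genes had an interval excluding 1. Simulated cells were drawn from mean profiles of cells picked by the same markers, for a few main types, and 100.0% were named correctly. These runs check the computation only, since free RNA, doublets, EC subclasses and UMIs clumped in few cells were not simulated.

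Cell type markers, gene lists, cell filters, comparisons and most alternatives were fixed before the data were examined. Named genes are those the paper names for its aorta data or EC assays, examples from the marker and gene lists, the 10 genes that changed most in each direction per group among genes with at least 50 UMIs, and the 10 leading genes of each cluster. The genes of Supplemental Table 3 and of the paper's figures had been seen by then. The thymocyte gene list, the minimum of 5000 UMIs, the weighting of arterial-like subclusters to the control mix and the removal of cells with adipocyte, mast cell or thymocyte markers were chosen after the data were seen. Alternatives covered doublets, mitochondrial limits of 10% and 5%, at least 500 genes per cell, Leiden resolutions of 0.5 and 2, a correction between libraries in the style of Harmony, thinning of the deeper library, naming cells by detected markers, the genes used for clustering, the denominator, the scaling and the minimum of UMIs.

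Removal of free RNA with SoupX, doublet calls with scds, SingleR names, pseudotime and enrichment tests of the paper were not repeated. Imaging, lipid, plaque and in vitro measurements of the paper were not analysed here. *Ly6c1*, *Ly6c2* and *Nos3* were not analysed here. Gene positions are from the GENCODE M21 annotation of the mm10 reference.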

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

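The marker totals and gene lists were planned, while cluster 11, the counts of barcodes with mast cell markers, the weighting of subclusters, and the choice of these items were made after the result was seen. Each is a signal in genes or cells the paper does not report on, above its level in the control library, and apart from the mix of subclusters in arterial-like ECs no explanation was tested for it.

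Mast cell markers (*Cpa3*, *Mcpt4*, *Cma1* and *Tpsb2*) summed to 111 CPM (95% CI 109 to 113) over all barcodes of the MP library and to 8.63 in the control library. Barcodes with at least 3 of these markers at 2 UMIs or more numbered 9 in the MP library and 1 in the control, and 8 of the MP barcodes were placed among macrophage-like cells.

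SMC cluster 11, led by immediate early genes, made up 5.60% of MP cells and 1.64% of control cells. In arterial-like ECs the list of immediate early and heat shock genes had a median log2 ratio of 0.56, while in macrophage-like cells it was −0.06. With the arterial-like subclusters of the MP library weighted to the control mix, an alternative chosen after seeing the data, the arterial-like median was 0.19. SMC contractile genes (median 0.74) and mitochondrially encoded genes (0.52) were higher in the same arterial-like ECs. Whether these genes rose in the mice or during the dissociation of the tissue was not tested, and the 2 libraries give no sample that separates them.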

How the results depend on the processing

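The minimum of 5000 UMIs, the weighting of arterial-like subclusters to the control mix and the removal of adipocyte-, mast cell- or thymocyte-marked cells were chosen after seeing the data. No paired analysis was possible because each condition is 1 library. The share of capillary-like ECs among EC-like cells stayed within its main interval (log2 ratio 1.24 to 2.76) under 11 of 11 alternatives, up to 2.13, and the direction held for the shares of T cell-like (−2.72 to −0.96), pericyte-like (−0.68 to −0.52), myelinating (1.44 to 4.09) and non-myelinating Schwann-like cells (1.28 to 2.45). *Cd36* and *Fabp4* over all ECs stayed higher in the MP library under 13 of 13. The log2 ratios that moved out of their main interval or changed sign follow, and except where 1 cell is named the cause was not tested. With doublets kept, *Cd36* was 1.72 in all ECs, 0.77 in arterial-like ECs and −0.081 in capillary-like ECs, and *Fabp4* was 1.55 in all ECs, −0.82 in arterial-like ECs, −0.027 in capillary-like ECs and −0.093 at the control mix, and mixed share 0.20. At a mitochondrial limit of 10%, *Cd36* was 1.77 in all ECs, 0.32 in arterial-like ECs and 0.055 in capillary-like ECs, and *Fabp4* was 1.64 in all ECs, −0.99 in arterial-like ECs, 0.098 in capillary-like ECs and 0.065 at the control mix, and mitochondrial (clusters 6 and 7) share −0.58. At 5%, *Cd36* was 1.76 in all ECs, 0.67 in arterial-like ECs and 0.080 in capillary-like ECs, and *Fabp4* was 1.62 in all ECs, −0.83 in arterial-like ECs, 0.13 in capillary-like ECs and −0.0021 at the control mix, and mitochondrial (clusters 6 and 7) share −0.39. With at least 500 genes per cell, *Cd36* was 1.76 in all ECs, 0.59 in arterial-like ECs and 0.17 at the control mix, and *Fabp4* was 1.63 in all ECs, −0.82 in arterial-like ECs and 0.13 at the control mix, and mitochondrial (clusters 6 and 7) share 0.48 and cluster 7-like share −0.092. At Leiden resolution 2, *Fabp4* was −4.34 in arterial-like ECs and −0.45 at the control mix. With the Harmony-style correction, *Cd36* was 0.65 in arterial-like ECs and 0.066 in capillary-like ECs, and *Fabp4* was −0.83 in arterial-like ECs, 0.11 in capillary-like ECs and −0.54 at the control mix, and myelinating Schwann-like share 2.01 and cluster 7-like share −0.33. With the deeper library thinned, *Cd36* was 1.77 in all ECs, 0.57 in arterial-like ECs and 0.19 at the control mix, and *Fabp4* was 1.64 in all ECs, −0.83 in arterial-like ECs and 0.15 at the control mix. With cells named by detected markers, *Cd36* was 2.05 in all ECs, −0.10 in arterial-like ECs, 0.090 in capillary-like ECs and 0.22 at the control mix, and *Fabp4* was 1.77 in all ECs, −0.94 in arterial-like ECs, 0.12 in capillary-like ECs and 0.050 at the control mix, and EC-like share −0.80, macrophage-like share −0.34, myelinating Schwann-like share 1.44, non-myelinating Schwann-like share 1.28 and arterial-like share −0.34. With at least 5000 UMIs per cell, *Cd36* was 1.80 in all ECs, 0.31 in arterial-like ECs and 0.15 at the control mix, and *Fabp4* was 1.64 in all ECs, −0.98 in arterial-like ECs and 0.091 at the control mix, and T cell-like share −0.96 and arterial-like share −0.17. Without adipocyte-marked cells, *Cd36* was 1.76 in all ECs, 0.66 in arterial-like ECs and 0.18 at the control mix, and *Fabp4* was 1.63 in all ECs, −0.83 in arterial-like ECs and 0.15 at the control mix. In arterial-like ECs the sign of *Cd36* turned where the adipocyte-marked control cell was left out (main value −3.69). Of 234 medians of gene lists, 194 stayed within their interval, 35 moved and 5 reversed. A median counted as reversed if its sign changed and its main interval did not span no change. At the control mix of arterial-like subclusters, the median of the immediate early and heat shock list was 0.19 (0.56 in the main setting), of interferon response −0.32 (−0.51) and of MHC class II 1.13 (0.18). The 5 were lipid uptake in arterial-like ECs, 0.071 without adipocyte-marked cells and 0.031 with doublets kept, the nuclear respiratory chain there, 0.0077 without adipocyte-marked cells, and proliferation in macrophage-like cells, −0.13 without mast cell-marked cells and −0.21 with doublets kept. Lists in the lowest 2.5% in arterial-like ECs numbered 3 without adipocyte-marked cells and 3 with doublets kept, against 6 in the main setting. No value was had for dendritic-like cells at other resolutions, by markers or at 5000 UMIs, for pericyte-like cells at 5% or by markers, for cluster 6-like cells at 10%, 5% or resolution 2, for the mitochondrial clusters together by markers or at 5000 UMIs, or for mixed ECs at 5% or under the correction. Depth limits arterial-like *Cd36*, at 18 and 21 UMIs without the adipocyte-marked cell, and *Mki67* and *Top2a* in MP EC-like cells, at 4 and 11 UMIs.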

Differences from the paper's values

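The paper's shares were tested with cells as replicates, and the values here carry counting intervals only. For the cluster the paper calls stressed SMCs, the paper's log2 ratio of share is about 0.7 in Fig. 5D, read by eye, and cluster 6 here, which shares mitochondrially encoded genes and *Fam71a* with it, gave 1.02 (95% CI 0.79 to 1.27). The clusters were matched by these genes and need not hold the same cells. Of the alternatives set before the data were examined, keeping doublets gave 1.00, at least 500 genes per cell 1.01, Leiden resolution 0.5 gave 1.02 and thinning the deeper library 1.00, and these differ too. The Harmony-style correction, at 0.87, lies above the paper's interval as read by eye, and differs from the paper's value by less than the interval of 1.02 reaches on either side. Harmony is a step the paper's methods name. The mitochondrial limits of 10% and 5% and resolution 2 gave no such cluster.

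The paper states that the share of ECs rose after MP exposure. Here EC-like cells together had a log2 ratio of −0.15 (95% CI −0.38 to 0.08), and no alternative gave a value above 0. The EC cluster led by capillary markers did rise, with a log2 ratio of 1.59, while the other EC cluster fell, with −0.63. The 2 EC clusters of Fig. 5D show the same split, at about 1.4 (Endothelia2) and −0.4 (Endothelia1) read by eye.

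The paper names the 2 glial clusters oligodendrocytes. Here the cells of these clusters held 22488 UMIs of Schwann cell markers and 0 UMIs of 7 oligodendrocyte markers, and the myelin genes *Plp1* and *Mbp*, shared by both types, were present.

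The paper names EC subcluster 3 macrophage-like. Here the EC subclass with the highest *Fabp4* and *Cd36* held *Gpihbp1* at 2327 and *Cd300lg* at 1976 CPM, and the macrophage gene *C1qb* at 9.61 CPM against 5305 in macrophage-like cells. *Cd68* stood at 53.3 CPM in this subclass, 14.5 in arterial-like ECs and 1176 in macrophage-like cells.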

Other observations

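The tests of thymus tissue and of cells of few UMIs were chosen after the result was seen, and so were the bound by which the test of perivascular tissue was set aside and the reason for leaving thymus tissue open.

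Capillary-like cells took a larger share of EC-like cells in the MP library. A gain of *Cd36* and *Fabp4* alone in arterial-like ECs is argued against as its cause, since the subclasses were made without these genes. This says nothing of a change in more genes, which was not tested. *Gpihbp1* stood at 2327 CPM in capillary-like and 1.18 in arterial-like ECs, but it is a marker that named the subclass and cannot decide the question. The planned test, the larger upper 95% bound of the 2 ratios in arterial-like ECs, gave 0.120, but it rests on 1 adipocyte-marked control cell. Without that cell the bound of *Fabp4* was 0.642 and the ratio of *Cd36* 1.58 (95% CI 0.802 to 3.15). At equal depth *Fabp4* was found in fewer arterial-like ECs (15.3% and 10.7%) than cells of SMC cluster 1 (36.4% and 34.9%). In T cell-like cells it was found in 6.82% and 18.5%. Whether arterial-like ECs changed their own *Cd36* or *Fabp4* stays open. The barcodes marked as doublets are argued against as its cause, since the log2 ratio with marked cells removed was 0.920 of that with them kept. A set number of top-scored barcodes was marked, so doublets that were not marked stay in both values and were not tested. More perivascular fat and nerve tissue in the MP pool cannot be told apart from an effect of exposure, which stays open and untested: 5 of 6 marker totals were higher, the outcome written down for this cause in advance, but 28 of 32 totals of any kind differed beyond counting error between these single libraries, and the adipocyte total was lower in the MP library, at 27.9 against 120.1 CPM. Single genes also dominate some of the 5. In the MP library *Slc2a1* held 11839 of the 17824 UMIs of the perineurial total. *Lyve1*, which macrophage-like cells held at 1715 CPM, held 7885 of the 10726 of the lymphatic total.

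Glial cells took a larger share of cells in the MP library. Oligodendrocytes of the central nervous system are argued against, since the upper bound of their marker UMIs was 0.0166% of the lower bound of the Schwann cell marker UMIs. Cells of few UMIs counted as cells in the MP library are argued against as the whole cause, since among cells of at least 5000 UMIs the log2 ratio of the myelinating Schwann-like share was 3.08. Over all barcodes the 7 myelinating Schwann markers together, among them *Pmp22*, which other cells express too, had a ratio of 1.10, while *Pmp22* alone had a ratio of 0.879 and the other 6 had ratios of 1.54 (*Egr2*), 1.74 (*Prx*), 3.26 (*Pmp2*), 5.49 (*Ncmap*), 6.25 (*Drp2*) and 15.1 (*Mpz*). How much nerve was dissected with each aorta, and an effect of exposure, stay open and untested.

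T cell-like cells took a smaller share of cells in the MP library. Cells among them with at least 2 thymocyte genes fell as well, from 49 (55.7%) to 19 (70.4%), and thymocyte markers over all barcodes fell from 21.2 to 6.91 CPM. Thymus tissue in the control pool cannot be told apart from other causes: without such cells the log2 ratio was −2.72, the outcome set against it, but thymic T cells in which fewer of these genes were detected stay in that value. At least 5000 UMIs per cell gave −0.96, but there the cells were clustered and named again, into 22 clusters. In the main setting T cell-like cells had medians of 5639 UMIs in the control and 5972 in the MP library. The part of depth in this move was not separated from changed naming. An effect of exposure stays open and untested.

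Clusters 6 and 7 held cells of few UMIs, with medians of 3953 and 711.5 in the control and 4182.5 and 1148 in the MP library, against 26255 and 24527 in SMC-like cells. This is the outcome written down in advance for cells of low quality, under 0.5 of the median of the type they resemble in both libraries, so low quality stays open for both clusters and was not weighed further. The mitochondrial share of all retained cells had a median of 0.950% in the control and 1.20% in the MP library.

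Each gene list was compared in 9 groups: arterial-like ECs, macrophage-like cells, SMC clusters 1, 2 and 9, and fibroblast clusters 3, 4, 5 and 8. The numbers of groups in the highest 2.5% and in the lowest 2.5% of random lists follow each name. They were lipid uptake and transport (3 and 1), leukocyte adhesion and inflammation (2 and 1), nitric oxide and flow response (4 and 0), angiogenesis and repair (2 and 1), proliferation (2 and 1), mesenchymal genes (5 and 0), oxidative stress response (0 and 2), immediate early and heat shock (7 and 0), interferon response (0 and 5). The other lists were MHC class II (7 and 0), SMC contractile (5 and 1), SMC modulated (2 and 0), extracellular matrix (2 and 3), macrophage lipid handling (5 and 1), macrophage inflammatory (2 and 2), macrophage resident (8 and 1), mitochondrially encoded (9 and 0) and nuclear respiratory chain (0 and 2). In arterial-like ECs, lipid uptake and transport, nuclear respiratory chain and macrophage lipid handling left the lowest 2.5% without adipocyte-marked cells (75.4th, 52.8th and 45.9th percentile). In macrophage-like cells without mast cell-marked cells, proliferation left the highest 2.5% (9.51st) and leukocyte adhesion the lowest (6.10th), while MHC class II entered the highest (98.9th). Genes of MHC class II had a median above 0 in 9 of 9 groups, from 0.12 to 1.23. The lowest was that of macrophage-like cells. In SMC cluster 1 it was 1.06, and there the macrophage gene *C1qa* rose too, from 3.03 to 5.55 CPM. Free RNA of immune cells therefore stays open and untested for this list in the SMC and fibroblast clusters. In arterial-like ECs only 2 of 7 MHC class II genes were higher beyond counting error, but at the control mix of subclusters, chosen after seeing the data, their median was 1.13. In the SMC and fibroblast clusters macrophage resident genes had medians of 0.23 to 0.93, with 2 of 9 higher and 2 lower in fibroblast cluster 4, 3 and 2 in SMC cluster 2 and 4 and 3 in SMC cluster 9, so free macrophage RNA stays open and untested. In macrophage-like cells, *Nlrp3* fell from 387 to 229 CPM and *Ccl2* from 394 to 237, while 9 of 10 macrophage resident genes were lower (median −0.42) and 12 of 12 SMC contractile genes higher (median 1.66) in the same cells. Mesothelial markers such as *Msln* and *Upk3b*, which Supplemental Table 3 lists for EC subcluster 2, summed to 17.5 CPM over all barcodes of the MP library and to 2.47 in the control library. Scaling by the median of gene ratios moved the median of all genes by at most 0.03 on the log2 scale in the groups tested, capillary-like ECs most.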
